# Reduced left atrial cardiomyocyte PITX2 and elevated circulating BMP10 predict atrial fibrillation after ablation

**DOI:** 10.1172/jci.insight.139179

**Published:** 2020-08-20

**Authors:** Jasmeet S. Reyat, Winnie Chua, Victor R. Cardoso, Anika Witten, Peter M. Kastner, S. Nashitha Kabir, Moritz F. Sinner, Robin Wesselink, Andrew P. Holmes, Davor Pavlovic, Monika Stoll, Stefan Kääb, Georgios V. Gkoutos, Joris R. de Groot, Paulus Kirchhof, Larissa Fabritz

**Keywords:** Cardiology, Arrhythmias

## Abstract

**BACKGROUND:**

Genomic and experimental studies suggest a role for *PITX2* in atrial fibrillation (AF). To assess if this association is relevant for recurrent AF in patients, we tested whether left atrial *PITX2* affects recurrent AF after AF ablation.

**METHODS:**

mRNA concentrations of *PITX2* and its cardiac isoform, *PITX2c*, were quantified in left atrial appendages (LAAs) from patients undergoing thoracoscopic AF ablation, either in whole LAA tissue (*n* = 83) or in LAA cardiomyocytes (*n* = 52), and combined with clinical parameters to predict AF recurrence. Literature suggests that BMP10 is a *PITX2*-repressed, atrial-specific, secreted protein. BMP10 plasma concentrations were combined with 11 cardiovascular biomarkers and clinical parameters to predict recurrent AF after catheter ablation in 359 patients.

**RESULTS:**

Reduced concentrations of cardiomyocyte *PITX2*, but not whole LAA tissue *PITX2*, were associated with AF recurrence after thoracoscopic AF ablation (16% decreased recurrence per 2^–(ΔΔCt)^ increase in *PITX2*). RNA sequencing, quantitative PCR, and Western blotting confirmed that *BMP10* is one of the most *PITX2*-repressed atrial genes. Left atrial size (HR per mm increase [95% CI], 1.055 [1.028, 1.082]); nonparoxysmal AF (HR 1.672 [1.206, 2.318]), and elevated BMP10 (HR 1.339 [CI 1.159, 1.546] per quartile increase) were predictive of recurrent AF. BMP10 outperformed 11 other cardiovascular biomarkers in predicting recurrent AF.

**CONCLUSIONS:**

Reduced left atrial cardiomyocyte *PITX2* and elevated plasma concentrations of the *PITX2*-repressed, secreted atrial protein BMP10 identify patients at risk of recurrent AF after ablation.

**TRIAL REGISTRATION:**

ClinicalTrials.gov NCT01091389, NL50069.018.14, Dutch National Registry of Clinical Research Projects EK494-16.

**FUNDING:**

British Heart Foundation, European Union (H2020), Leducq Foundation.

## Abstract 2

Building on genomic and experimental findings, low PITX2 in left atrial cardiomyocytes and high BMP10 in plasma predict recurrent atrial fibrillation in patients after ablation.

## Introduction

Since it was first described in an Icelandic population (1), genome-wide association studies have consistently identified several common gene variants in a small region on chromosome 4q25 that are strongly associated with atrial fibrillation (AF) (2). These common gene variants are also associated with recurrent AF after AF ablation (3–6). *PITX2*, the gene located closest to this region, encodes for a transcriptional factor that regulates left-right asymmetry in the heart and other organs during development (7). In addition, *Pitx2* suppresses left atrial automaticity and formation of “sinus node–like structures” in the left atrium (8) and contributes to formation of the pulmonary vein myocardium (9). In the adult heart, *PITX2* expression remains largely restricted to the left atrium, where the cardiac isoform *PITX2c* is found (10). In fact, *Pitx2* emerges as one of the most differentially expressed left atrium–specific genes in mice (10, 11) and in patients (10), while the *Pitx2*-regulated gene *Bmp10* is confined to right atrium (11, 12). In mice, reducing *Pitx2* or *Pitx2c* creates a predisposition to AF without marked structural changes in the atria (10, 13–15) via shortened atrial repolarization (13, 15), a more depolarized resting membrane potential (15), and potentially via disrupted calcium handling (14, 16). Gene expression analyses highlight that *Pitx2c* controls expression of ion channels and desmosomal genes (12, 16, 17). These alterations in gene expression are brought about by an altered balance in the atrial network of transcription factors (18, 19). Taken together, these findings suggest that reduced left atrial *PITX2* could predispose patients to recurrent AF after AF ablation. Due to limited access to left atrial tissue in patients whose primary condition is AF, and due to the lack of a more widely accessible marker for left atrial *PITX2*, it remains unclear whether this biologically plausible association exists in patients.

To assess the role of left atrial *PITX2* in recurrent AF in patients, we examined whether left atrial *PITX2* is associated with recurrent AF in patients undergoing thoracoscopic AF ablation. As left atrial *PITX2* concentrations cannot be easily measured in patients, we also sought to identify a blood biomarker that is regulated by left atrial *PITX2*. Based on a literature review, a gene expression screen, and validation through molecular biology experiments in mice with reduced *Pitx2*, we found that genetic reduction of *Pitx2* prominently increases *Bmp10* in the left atrium. As BMP10 is a heart-restricted, secreted protein, we subsequently quantified BMP10 plasma concentrations in patients undergoing AF ablation as a surrogate for left atrial *PITX*2 and assessed its value in predicting recurrent AF after catheter ablation.

## Results

### Whole tissue left atrial PITX2 is uninformative for the prediction of recurrent AF after thoracoscopic ablation.

*PITX2* and *PITX2c* mRNA concentrations were quantified in 83 whole left atrial appendage tissue samples (Figure 1A). *PITX2* and *PITX2c* showed a widely variable distribution in expression in left atrial appendage whole tissue samples (Figure 2, A and B). *PITX2* concentrations were similar in patients with (median [Q1, Q3] 11.28 [3.70, 16.96]) and without AF recurrence (7.81 [3.96, 16.72], *P* = 0.704; Figure 2C). *PITX2c* concentrations also did not differ in patients with (0.53 [0.16, 1.50]) and without AF recurrence (0.44 [0.18, 1.19], *P* = 0.543; Figure 2D). Left atrial appendage whole tissue *PITX2* and *PITX2c* expression levels did not contribute to prediction of AF when considered with clinical characteristics. Morphological analysis of patient left atrial appendage tissue biopsies revealed tissue heterogeneity with marked fatty deposits and fibrosis in some specimens, and high myocardium content in others (Figure 2E).

### Left atrial cardiomyocytes are the main source of PITX2 in patients.

To assess the role of left atrial cardiomyocyte *PITX2* in recurrent AF, we quantified *PITX2* mRNA in cardiomyocyte and non-cardiomyocyte nuclei from another set of 52 left atrial appendage samples using a pericentriolar material–1 (PCM1) cardiomyocyte enrichment protocol (Figure 3A) (20). Cardiomyocyte quantity was assessed by DAPI staining and flow cytometry (Figure 3B). Approximately one-quarter of all nuclei were PCM1 positive (i.e., cardiomyocyte nuclei; Figure 3C) with marked variability (range 10%–60%), in line with the macroscopic appearance (Figure 2E). *PITX2* expression was largely confined to cardiomyocytes, and very low levels were detected in non-cardiomyocyte nuclei (0.48 [0.19, 0.85]; Figure 3D) in comparison with cardiomyocyte *PITX2* expression (4.43 [2.49, 8.39], *P* < 0.001; Figure 3D). Furthermore, expression of the endothelium-specific marker vWF was only detected in non-cardiomyocyte nuclei (15.88 [13.12, 19.92], cardiomyocyte 0.44 [0.28, 0.58], *P* < 0.001; Figure 3E), confirming the quality of the PCM1 enrichment preparations.

### Low left atrial cardiomyocyte PITX2 predicts recurrent AF after thoracoscopic AF ablation.

Although the number of samples was limited, left atrial appendage cardiomyocyte *PITX2* concentrations were lower in patients with recurrent AF compared with patients without recurrence (Figure 4A, *P* = 0.082; Table 1). Multivariate analysis considering 4 clinical parameters shown to predict recurrent AF after ablation (21) and *PITX2* concentration with a forward selection process selected *PITX2* as the variable most strongly associated with AF recurrence (OR 0.840, 95% CI 0.695, 1.014), whereby every 2^–(ΔΔCt)^ increase in *PITX2* expression levels reduced the odds of recurrent AF by 16%. Although the confidence intervals encompassed the unity value of 1, the Hosmer-Lemeshow goodness-of-fit test indicated that the model was an adequate fit (*P* = 0.685). Stratification of *PITX2* mRNA concentrations into quartiles revealed that the frequency of recurrent AF increased with decreasing *PITX2* concentration (Figure 4B). While these analyses support the hypothesis that reduced left atrial cardiomyocyte *PITX2* concentrations are associated with recurrent AF in the first year after thoracoscopic AF ablation, they call for independent validation in a less-selected group of patients.

### Bmp10 is increased in murine left atria with reduced Pitx2c.

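RNA-Seq libraries were made from the left atria of 3 WT and 3 *Pitx2c+/-* mice at 12 weeks of age, bred on an MF1 background, with 1 library per mouse. *Pitx2* (ENSMUSG00000028023, chromosome 3 of GRCm38 from 129199878 to 129219591), the targeted gene, had 246, 164 and 246 counts in WT replicates 1, 2 and 3. It had 246 counts in *Pitx2c+/-* replicate 1, 176 in *Pitx2c+/-* replicate 2 and 3 in the library labelled *Pitx2c+/-* replicate 3. Relative to the 3 WT libraries together, *Pitx2* stood at 109% in *Pitx2c+/-* replicate 1 (95% exact binomial interval 93.4% to 126%), at 89.6% in *Pitx2c+/-* replicate 2 (75.4% to 106%) and at 1.65% in the library labelled *Pitx2c+/-* replicate 3 (0.340% to 4.85%), where the intervals cover counting error only. Across all 3 *Pitx2c+/-* libraries the log2 fold change was −0.57 (standard error 1.00, adjusted p = 0.881 from edgeR's quasi-likelihood test), and it was −1.13 without *Pitx2c+/-* replicate 1 and −0.019 without the library labelled *Pitx2c+/-* replicate 3. The exact 2-sided permutation p was 0.4, and 0.1 is the smallest that 3 mice against 3 allow. Gene counts do not separate the *Pitx2c* isoform and the paper's text does not describe the deleted part of the gene, so counts near those of WT in *Pitx2c+/-* replicates 1 and 2 do not check their labels. Directions given for the *Pitx2c+/-* group include the library labelled *Pitx2c+/-* replicate 3. The paper's other measures of *Bmp10* in left atria (Fig. 5, B and C) run toward more *Bmp10* in *Pitx2c+/-* mice, which does not settle the label.

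All 6 libraries had the sex-linked pattern of male mice: *Ddx3y*, a Y-linked gene, had 1012 to 1974 counts and *Xist*, the RNA of the inactive X chromosome, had 5 to 20. The 5 sex-linked genes did not differ as a group between the genotypes (median log2 fold change 0.027, camera adjusted p = 0.623), and the median turned to −0.14 without WT replicate 1, −0.070 without *Pitx2c+/-* replicate 1 and −0.086 without the library labelled *Pitx2c+/-* replicate 3. The libraries held 23829167, 16672031 and 20875500 counts over genes in WT replicates 1 to 3, and 20595491, 17755863 and 15740005 in those labelled *Pitx2c+/-* replicates 1 to 3. Spearman's correlation between libraries, across genes, was 0.976 to 0.993. The first principal component took 42.4% of the variance and set the library labelled *Pitx2c+/-* replicate 3 apart, at a score of 51.1 against −24.4 to 3.20 for the other libraries.

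The authors aligned single reads with HISAT2 to GRCm38 and counted them per gene of Ensembl release 91 with HTSeq. The deposited values are these raw counts. Here, low counts were filtered by edgeR's filterByExpr, which left 15258 of 53465 genes, libraries were scaled by TMM, and genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper names DESeq2 and describes 3 paired mice. Its text does not say whether the pairs entered the model or which libraries form them, and gives no filter. It gives no threshold beyond the 2-tailed *P* value under 0.05 of its Statistics section, stated in the paragraph on the patient cohorts. Expression is given as CPM, scaled by the TMM-adjusted library size.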

To identify heart-restricted, secreted proteins modulated by *PITX2*, we carried out unbiased RNA-Seq using left atria from WT and *Pitx2c^+/–^* mice (*n* = 3 paired mice; Figure 5A). This revealed *Cd207*, *Bmp10*, *Cxcl13*, *Myoc*, *Vsig4*, *A930005H10Rik*, and *Mrap* as the top 7 genes with differentially increased expression in left atrium of *Pitx2c^+/–^* mice. 

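*Bmp10*, a secreted ligand of the BMP family, had 6, 11 and 5 counts in WT replicates 1, 2 and 3, against 559 in *Pitx2c+/-* replicate 1, 670 in *Pitx2c+/-* replicate 2 and 48385 in the library labelled *Pitx2c+/-* replicate 3. *Cd207*, *Cxcl13*, *Myoc*, *Vsig4* and *Mrap* were also above every WT library in all 3 libraries of the *Pitx2c+/-* group, and *A930005H10Rik* was in 2 of them. The 7 genes were chosen by the study on these same mice, so their direction here is not independent evidence.

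*Bmp10* (ENSMUSG00000030046) lies on chromosome 6 of GRCm38 from 87428994 to 87437677. It was at 0.394 ± 0.247 CPM (SD, n = 3) in WT left atria and at 27.0, 37.3 and 2921 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3. The ratio to the WT libraries together was 73.6 in *Pitx2c+/-* replicate 1 (95% exact binomial interval 48.1 to 118), 102 in replicate 2 (66.6 to 163) and 7953 in the library labelled *Pitx2c+/-* replicate 3 (5252 to 12691). The log2 fold change was 11.37 (standard error 3.37, adjusted p = 0.436 from edgeR). Without the library labelled *Pitx2c+/-* replicate 3 it was 6.40 (standard error 0.29, adjusted p = 2.8e-05 from edgeR). *Cd207* (ENSMUSG00000034783, chromosome 6 from 83671215 to 83677857) encodes langerin, a C-type lectin of Langerhans cells and some dendritic cells. It had no counts in any WT library and 38, 48 and 259 in those labelled *Pitx2c+/-* replicates 1, 2 and 3, which is at least 36.7-fold, 53.4-fold and 312-fold higher against a floor of 3 counts over the WT group. Over the group mean it is at least 134-fold higher, a log2 bound of 7.07 that is 5.48 without the library labelled *Pitx2c+/-* replicate 3. *Cxcl13* (ENSMUSG00000023078, chromosome 5 from 95956951 to 95961068), a chemokine that attracts B cells, had 1 count in each WT library. Its ratios to WT were 42.5 in *Pitx2c+/-* replicate 1 (95% exact binomial interval 13.6 to 214), 81.2 in replicate 2 (26.7 to 403) and 551 in the library labelled *Pitx2c+/-* replicate 3 (187 to 2681).

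*Myoc* (ENSMUSG00000026697, chromosome 1 from 162639155 to 162649693) encodes the secreted glycoprotein myocilin and *Vsig4* (ENSMUSG00000044206, chromosome X from 96247203 to 96293438) a complement receptor of resident macrophages. *Myoc* was at 0.742 ± 0.144 CPM (SD, n = 3) in WT and at 4.11, 7.86 and 35.9 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3, and *Vsig4* at 0.986 ± 0.588 CPM (SD, n = 3) in WT and at 5.42, 7.47 and 33.2 CPM. *Mrap* (ENSMUSG00000039956, chromosome 16 from 90738207 to 90749785), which encodes an accessory protein of the ACTH receptor, was at 4.20 ± 0.439 CPM (SD, n = 3) in WT and 7.24 ± 0.868 CPM (SD, n = 3) in the *Pitx2c+/-* group, a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.253 from edgeR). The noncoding transcript *A930005H10Rik* (ENSMUSG00000054426, chromosome 3 from 115881581 to 115888130) was at 6.87 ± 0.960 CPM (SD, n = 3) and 9.48 ± 1.58 CPM (SD, n = 3), a log2 fold change of 0.46 (standard error 0.17, adjusted p = 0.438 from edgeR). *Myoc* shares exonic sequence with *Myocos* and *A930005H10Rik* with *Dph5*, both on the other strand, which libraries without strand cannot separate.

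**Figure D1:**
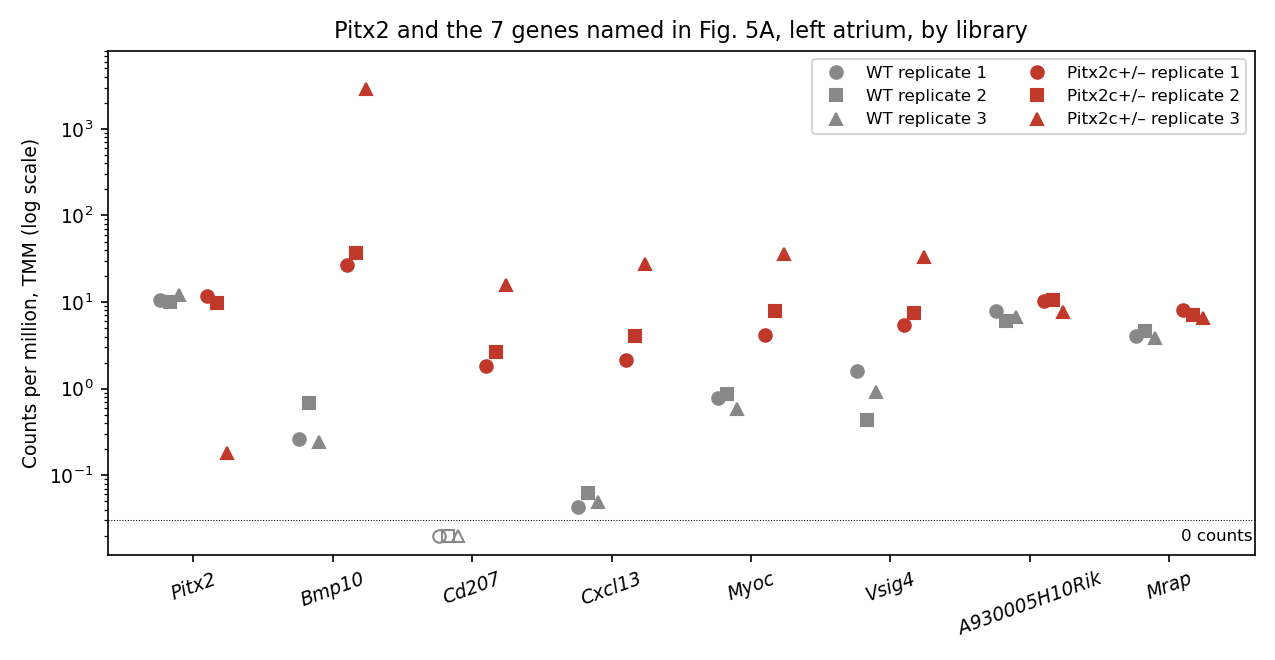
CPM (TMM-scaled, log axis) of *Pitx2* and the 7 genes in each left atrial library, with gray points for WT and red points for the *Pitx2c+/-* group, 1 symbol per replicate number, and open points below the dotted line for 0 counts. The red triangles are the library labelled *Pitx2c+/-* replicate 3, with *Pitx2* at 0.181 CPM and *Bmp10* at 2921 CPM.

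No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all 3 mice per genotype, where the smallest adjusted p was 0.227. At an unadjusted p under 0.05, 937 genes were higher and 607 lower in the *Pitx2c+/-* group (1438 higher and 266 lower when libraries were scaled by total count alone). With TMM scaling the real split gave 1544 such genes. A split that mixes the genotypes, WT replicate 1 with those labelled *Pitx2c+/-* replicates 2 and 3 against the rest, gave 1971. Limma-voom also called 0 genes, while DESeq2 called 161, of which 135 were higher and 26 lower. Among the 161 were *Cd207*, *Cxcl13*, *Myoc* and *Vsig4*; DESeq2's rule for outlying counts gave *Bmp10* no p-value. With a prior that shrinks fold changes, DESeq2 called 153 genes and 0 of the 7, and edgeR without a filter on low counts called 263, among them *Mrap*. Without the library labelled *Pitx2c+/-* replicate 3, edgeR called 19 genes, all higher in *Pitx2c+/-* left atria, among them *Bmp10*, *Cd207*, *Cxcl13*, *Myoc* and *Vsig4*. The exact 2-sided permutation p was 0.1 for *Bmp10*, *Cd207*, *Cxcl13*, *Myoc*, *Vsig4* and *Mrap*, and 0.2 for *A930005H10Rik*. The paper states that these 7 genes had differentially increased expression in the left atrium of *Pitx2c+/-* mice. From the higher *Bmp10* when *Pitx2c* is reduced, it proposes in its Discussion that PITX2 represses BMP10. It draws there also on other mouse models of *Pitx2* deficiency, and its Results add qPCR and Western blots.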

*Bmp10* was selected for further quantification due to its restriction to cardiac tissue and based on its known biology as a secreted protein (22). *Bmp10* mRNA, quantified by qPCR, was expressed at 32-fold-increased levels in the left atria of *Pitx2c^+/–^* mice compared with their WT littermates (WT 0.03 [0.01, 0.04], *Pitx2c^+/–^* 3.20 [2.86, 3.60], *P* = 0.002; Figure 5B) and at low to undetectable levels in left ventricular tissue of either genotype (WT 0.05 [0.01, 0.09], *Pitx2c^+/–^* 0.01 [0.01, 0.02], *P* = 0.060; Figure 5B). This result is consistent with prior reports (11, 12). Accordingly, Bmp10 protein concentrations were increased in the left atria of *Pitx2c^+/–^* mice (WT 1.00 [1.00, 1.00], *Pitx2c^+/–^* 2.34 [1.43, 3.05], *P* = 0.059; Figure 5C), while there was no change in Bmp10 protein concentrations in left ventricles (WT 0.40 [0.22, 0.78], *Pitx2c^+/–^* 0.34 [0.16, 0.45], *P* = 0.462; Figure 5C; see Supplemental Figure 1 for full Western blot gel; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.139179DS1). *BMP10* was mainly expressed in cardiomyocytes obtained from human left atrial appendages (non-cardiomyocytes 0.00 [0.00, 0.00], cardiomyocytes 0.70 [0.45, 1.95], *P* = 0.032; Figure 5D). These findings suggest that *BMP10* is repressed by *PITX2* in the adult left atrium. Importantly, unlike markers such as N-terminal pro–B-type natriuretic peptide (NTproBNP), plasma concentrations of BMP10 appear relatively unaffected by other cardiovascular conditions such as heart failure (22). Hence, elevated plasma BMP10 concentrations were used as a surrogate for reduced atrial *PITX2*.

### Elevated blood BMP10 protein concentrations are associated with recurrent AF after AF ablation.

In the AFLMU cohort (see Methods; Figure 1B and Table 2), patients with and without recurrences did not significantly differ in terms of hypertension, heart failure, diabetes, stroke/transient ischemic attack (TIA), or BMI status. In univariate analysis adjusted for age, sex, type of AF, and left atrial diameter, BMP10 conferred the highest relative risk among 12 tested biomarkers (HR per quartile increase 1.334, 95% CI 1.142, 1.558; Figure 6A). Patients with recurrent AF had significantly higher BMP10 levels (1.93 [1.66, 2.26], *n* = 153) compared with patients without recurrent AF (1.68 [1.51, 1.97], *P* < 0.001, *n* = 206; Figure 6B).

BMP10 was then combined with 4 established clinical characteristics predictive of recurrent AF (age, sex, AF pattern, left atrial diameter) in a Cox regression with forward selection (entry criterion, *P* = 0.05) to determine the most parsimonious multivariate model. The best combination of variables for achieving a significant prediction for recurrent AF consisted of (in order of entry) BMP10, left atrial size, and type of AF (Figure 6C). This model had an area under the ROC curve (AUC) of 0.689 [0.633, 0.744]. To adjust for overoptimism, the model was bootstrapped (1000 samples), with very little bias detected (Supplemental Figure 2). We also considered all 12 biomarkers in the model with forward selection. The best combination of variables remained the same as above — BMP10, left atrial size, and type of AF, with the addition of FGF23 (Table 3). The addition of FGF23 marginally improved the performance of the model (AUC 0.693 [0.638, 0.748]). Sensitivity analyses using LASSO for data reduction yielded the same predictors as forward selection in all instances (see Supplemental Methods, “LASSO for data reduction,” and Supplemental Table 1). To reduce variability in the Cox regression modeling secondary to the range of follow-up durations (median [Q1, Q3] 358 [173, 392] days), we included a sensitivity analysis using logistic regression, which removes the time component of the model (Supplemental Methods, “Logistic regression”). The sensitivity analysis results showed trends nearly identical to those observed in our main analysis.

When patients were stratified into quartiles by BMP concentrations, the highest quartile had the largest proportion of patients with recurrent AF (χ^2^ *P* < 0.001, Figure 6D; see Supplemental Figure 2 for other cardiovascular biomarkers) and the lowest survival probability compared with other quartiles (log-rank *P* < 0.001; Figure 6E). Thus, increased BMP10 blood levels confer the highest relative risk of recurrent AF, both univariately (adjusted and unadjusted) and in the presence of other well-known cardiovascular biomarkers and established clinical predictors.

## Discussion

### Main findings.

Low left atrial cardiomyocyte *PITX2* concentrations appear to be associated with an increased risk of recurrent AF after thoracoscopic AF ablation. Furthermore, elevated blood BMP10 protein concentrations, a new biomarker for AF quantifying a secreted, *PITX2*-controlled left atrial protein, predict recurrent AF after catheter-based AF ablation in patients. These results can inform future strategies to prevent recurrent AF in patients, e.g., targeting those with low left atrial *PITX2* or high blood BMP10 levels.

Although many patients with AF respond to rhythm control therapy, others experience early recurrences: symptomatic recurrence of AF occurs within 6–12 months in 40%–70% of patients on antiarrhythmic drug therapy (23–25) and in 20%–50% after AF ablation (AFLMU cohort in this study and refs. 26–28). Current practice leaves selection of rhythm control therapy to local protocols (29). The reasons for recurrent AF after ablation are not fully understood (30, 31), although there is clinical evidence that common gene variants on chromosome 4q25, close to the *PITX2* gene, are associated with recurrent AF after ablation (3, 5, 32). This study identifies reduced left atrial cardiomyocyte *PITX2* concentrations and its surrogate, elevated BMP10 concentrations, as a major predictor of recurrent AF after ablation (Figure 7). The effect of low left atrial *PITX2* on recurrent AF was found only in left atrial cardiomyocyte preparations, but not in whole left atrial tissue, consistent with previous findings in whole left atrial tissue from patients (15, 33).

*PITX2* functions as an essential cardiac transcriptional factor, possibly acting within a network of transcriptional regulation (18). Reduced *PITX2* expression results in congenital heart diseases (12, 34) and cardiac arrhythmogenic defects (14). While a direct link between AF and *PITX2* has so far only been shown in murine models, single nucleotide polymorphisms at the 4q25 locus (the strongest genomic markers of AF risk) can regulate *PITX2* expression (35) and subsequently alter its transcriptional activity. Reduced left atrial *PITX2* can modify ion channels and cell-cell contacts, thus changing their electrical function, resulting in a predisposition to AF in mice (12–14, 16, 17). Our results provide the first evidence to our knowledge that low left atrial cardiomyocyte *PITX2* levels contribute to recurrent AF after ablation in patients in whom left atrial tissue was collected at the time of AF ablation.

Our results also confirm recent data from mouse atria indicating that cardiomyocytes are the major cell type expressing *PITX2* in the adult left atrium (36). Furthermore, we found that approximately one-quarter of nuclei in human left atrium are cardiomyocyte, consistent with prior data in mice (36). The marked variability in cardiomyocyte content of the left atrium, dependent, e.g., on the degree of atrial fibrosis and atrial fatty infiltration (Figure 2E), can explain why *PITX2* concentrations in whole atrial tissue were not associated with recurrent AF.

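Of 33 genes of BMP and TGF-beta signaling fixed as a list before the data were examined, 27 were tested in the left atrial libraries, and 18 had a positive and 9 a negative log2 fold change in the *Pitx2c+/-* group. None passed edgeR's test, over all genes or adjusted over the list alone, and the list was not called as a group (median 0.11, camera adjusted p = 0.121), except without *Pitx2c+/-* replicate 1 (median 0.18, adjusted p = 0.0213, and adjusted p = 0.490 with an estimated correlation). The median fell to 0.042 without *Pitx2c+/-* replicate 2 (adjusted p = 0.171) and 0.074 without WT replicate 3 (adjusted p = 0.272). After *Bmp10* itself, the members of smallest p were *Id3*, a target gene of BMP signaling, and *Eng*, a coreceptor. *Id3* was at 49.1 ± 5.75 CPM (SD, n = 3) in WT and at 63.9, 68.1 and 133 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3, with a log2 fold change of 0.85 (standard error 0.30, adjusted p = 0.447 from edgeR) that was 0.41 without the library labelled *Pitx2c+/-* replicate 3. *Eng* had a log2 fold change of 0.45 (standard error 0.17, adjusted p = 0.448 from edgeR) that was 0.24 without the library labelled *Pitx2c+/-* replicate 3, and 2 of the 3 *Pitx2c+/-* libraries were above every WT library.

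Among 22 tested atrial transcription factors, 12 had a positive and 10 a negative log2 fold change (median 0.039, camera adjusted p = 0.589), and the median turned to −6.4e-04 without WT replicate 3 and to −0.0013 without the library labelled *Pitx2c+/-* replicate 3. It was at most 0.080, without WT replicate 2. *Shox2*, a transcription factor of the sinus node, was at 2.13 ± 0.899 CPM (SD, n = 3) in WT and at 5.13, 4.01 and 9.48 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3, a log2 fold change of 1.52 (standard error 0.39, adjusted p = 0.341 from edgeR). *Hey1*, an effector of Notch signaling, had a log2 fold change of 0.87 (standard error 0.27, adjusted p = 0.417 from edgeR) that was 0.50 without the library labelled *Pitx2c+/-* replicate 3. *Prox1* had one of −0.33 (standard error 0.12, adjusted p = 0.439 from edgeR) that was −0.21 without WT replicate 2. DESeq2 called *Id3*, *Shox2*, *Hey1* and *Igfbp7*. *Shox2*, *Prox1*, *Eng*, *Igfbp7* and *Fabp3* share exonic sequence with a gene on the other strand.

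The mouse genes of the 12 plasma biomarkers measured in the patients include *Bmp10*, which the study chose on these mice. Of the 8 that were tested, 4 had a positive and 4 a negative log2 fold change, and they were not called as a group (median 0.052, mean 1.03, camera adjusted p = 0.585). Their median ran from −0.15 without WT replicate 3 and −0.12 without *Pitx2c+/-* replicate 2 to 0.23 without WT replicate 2 and 0.38 without the library labelled *Pitx2c+/-* replicate 3 (adjusted p = 0.0556), with 0.14 without WT replicate 1 and 0.016 without *Pitx2c+/-* replicate 1. *Igfbp7*, a secreted protein that binds insulin-like growth factors, was at 200.3 ± 29.7 CPM (SD, n = 3) in WT and 299 ± 48.9 CPM (SD, n = 3) in the *Pitx2c+/-* group (log2 fold change 0.58, standard error 0.15, adjusted p = 0.325 from edgeR), and it was the 1 gene higher when adjusted over the list alone. The log2 fold change was 0.51 for *Muc16* (standard error 0.22), 0.19 for *Angpt2* (standard error 0.34), −0.062 for *Tnnt2* (standard error 0.18), −0.20 for *Fabp3* (standard error 0.12), −0.21 for *Nppb* (standard error 0.14) and −0.49 for *Esm1* (standard error 0.50), and none of these passed. *Tnnt2* turned to 0.0025 when libraries were scaled by total count alone, and it and *Angpt2* turned when some libraries were left out: *Tnnt2* to 0.069 without WT replicate 1 and 0.063 without the library labelled *Pitx2c+/-* replicate 3, *Angpt2* to −0.13 without *Pitx2c+/-* replicate 2 and −0.055 without WT replicate 3. *Angpt2* was also at 0.41 without WT replicate 2 or the library labelled *Pitx2c+/-* replicate 3, and *Tnnt2* at −0.17 to −0.099 without any of the other libraries. Leaving out a library also moved *Esm1*, to −1.07 without *Pitx2c+/-* replicate 2 and −0.080 without the library labelled *Pitx2c+/-* replicate 3, *Fabp3*, to −0.13 without the library labelled *Pitx2c+/-* replicate 3, *Muc16*, to 0.28 without *Pitx2c+/-* replicate 2, and *Nppb*, to −0.12 without WT replicate 1 and −0.13 without *Pitx2c+/-* replicate 1. *Crp* and *Fgf23* had 0 counts in all 6 libraries, and *Il6*, at 1 to 6 counts, and *Gdf15*, at 4 to 13 counts, were below the filter. Without the library labelled *Pitx2c+/-* replicate 3 the filter was rerun and *Gdf15* passed it, so the median there is over 9 genes.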

Our gene expression analyses identified *Bmp10* as a gene whose expression is increased when *Pitx2c* is reduced, consistent with *PITX2* repressing BMP10. These findings are consistent with other murine models of *Pitx2* deficiency (10–12). In addition, recent findings in a mouse model that deactivated the enhancer region of *Pitx2c* found *Bmp10* to be one of the most upregulated genes (37). These results suggest that a common repressor/enhancer transcriptional network may exist between *Bmp10* and *Pitx2* whereby the loss of one of these genes results in the reciprocal upregulation of the other (18, 38). Such findings are plausible given that *PITX2* is known to be a key regulator of “leftness” in the heart during development (36, 39) and *BMP10* is a right atrial gene (11, 40). Additional features supported our selection of increased BMP10 plasma concentrations as a surrogate marker for reduced left atrial *PITX2*. BMP10 is a secreted protein that is released into plasma (41). BMP10 is a heart-restricted protein, expressed in cardiomyocytes during development and required for cardiomyocyte growth and development (42, 43) and with little expression in the left ventricle (Figure 5, B and C).

Using BMP10 as a plasma surrogate for left atrial *PITX2*, we found that elevated BMP10 concentrations, quantified just before a clinically indicated AF ablation procedure, are a good predictor of recurrent AF after ablation (Figure 6). BMP10 improved prediction of recurrent AF when added to established clinical features that predict recurrent AF (21). The predictive power of BMP10 outperformed other plasma biomarkers that have been proposed as predictors of recurrent AF (44–47).

Taken together, our findings provide further support for the hypothesis that reduced left atrial cardiomyocyte *PITX2* contributes to recurrent AF. These results can inform strategies to prevent recurrent AF in patients, e.g., targeting those with low levels of *PITX2*.

### Strengths.

First, left atrial *PITX2* was quantified in patients undergoing stand-alone thoracoscopic AF ablation, rather than patients requiring open heart surgery, who are the source of most analyses of human left atrial tissue. This population comprised a small subset of patients with AF receiving rhythm control therapy, enriched for patients with recurrent AF after AF ablation, rather than being a population of patients with several other cardiovascular diseases requiring surgery. This is a strength, as patients undergoing thoracoscopic AF ablation are more similar to patients receiving rhythm control therapy for AF than patients undergoing open heart surgery for other conditions, who are a common source for atrial tissue, but also calls for validation in additional patient cohorts treated with rhythm control therapy.

Until the present study, *PITX2* expression had largely been investigated in whole tissue left atrial appendage samples, rendering measured concentrations subject to interference by non-cardiomyocyte fractions (Figure 2E and refs. 15, 33, 48). The cardiomyocyte isolation protocol applied here enriches the nuclear fraction of cardiomyocytes and allows for a purer analysis of nuclear cardiomyocyte genes.

### Limitations.

First, the AFACT and MARK AF cohorts used in the statistical analysis are large for a study involving thoracoscopically collected left atrial tissue in patients, but relatively small for a clinical study employing multivariate analysis. Although, this limits the power to detect additional factors associated with recurrent AF, it was not possible to obtain more tissue samples. Therefore, we validated our findings in an independent cohort by studying a secreted form of BMP10, which was identified as a *PITX2*-regulated gene. Second, while *BMP10* was identified by an atrial gene expression screen using established models for reduced *PITX2* expression, which is in agreement with published data, further experiments, i.e., ChIP-Seq or assay for transposase-accessible chromatin using sequencing (ATAC-Seq), are warranted to demonstrate directly that *BMP10* is controlled by *PITX2*. Third, while the AFLMU data set is rather large for an AF ablation cohort with biomarkers, further studies in independent patient data sets, ideally assessing atrial *PITX2* and plasma BMP10 concentrations in the same patients, are warranted to confirm our findings. Further exploratory analyses, potentially including machine learning approaches in addition to established methodologies, can shed further light on the complex regulation of left atrial gene expression. Finally, this study did not address whether common gene variants on chromosome 4q25 regulate *PITX2*. While cellular expression of such variants can reduce (35) or increase *PITX2* levels (49), the control of *PITX2* in the left atrium of patients will be modified by transcriptional and epigenetic regulation of *PITX2*, along with other factors (reviewed in ref. 18). The partial redundancy in the regulation of atrial gene expression (18) can further mitigate the AF drivers associated with reduced *PITX2*.

### Conclusions.

Low left atrial cardiomyocyte *PITX2* and elevated blood BMP10 predict recurrent AF after catheter-based AF ablation in patients. BMP10 emerges as a promising plasma biomarker to assess left atrial *PITX2* activity. These results can inform future strategies to prevent recurrent AF in patients, e.g., targeting those with low *PITX2*.

## Methods

### Study populations

#### AFACT.

Atrial Fibrillation Ablation and Autonomic Modulation Via Thorascopic Surgery (AFACT; NCT01091389) is a prospective, randomized, controlled, single-center study (Amsterdam UMC) that recruited participants between April 2010 and January 2015 to investigate the efficacy and safety of ganglion plexus ablation in patients undergoing thoracoscopic AF ablation. Details of inclusion and exclusion criteria as well as the main outcomes of this study have been previously published (50).

#### MARK AF.

The MARK AF study (ethical approval NL50069.018.14) recruited consecutive patients undergoing thoracoscopic AF ablation. It was designed as a prospective registry collecting data from patients not included into AFACT but seen for thoracoscopic AF ablation at Amsterdam UMC. Patients with AF were recruited using the same criteria as for the AFACT study (50).

#### AFLMU.

The AFLMU study (EK494-16) is an ongoing prospective research project. For this analysis, only patients enrolled until 2016 were considered to enable meaningful follow-up (Figure 1B). For this analysis, patients undergoing AF ablation were considered. Blood samples were collected during the ablation from a groin puncture site and before access to the left atrium.

Patients underwent systematic rhythm follow-up with 24-hour Holter monitoring every 3 months (AFACT and MARK AF) or 7-day Holter monitoring (AFLMU; Figure 1). All patients were of European ancestry. ECG-documented AF recurrences were reviewed by an experienced operator before counting.

### Biological samples

#### Left atrial and left ventricular tissue preparation.

Left atrial appendages were collected from patients in the AFACT and MARK AF studies during thoracoscopic AF ablation and frozen at –80°C for later analysis. Murine left atrial and left ventricle tissue were harvested from 10 pairs of 2- to 3-month-old WT and *Pitx2c^+/–^* mice bred on a MF1 genetic background and snap-frozen in liquid nitrogen. The *Pitx2c^+/–^* mice were originally obtained from Nigel Brown (St George’s University, London, United Kingdom) and have previously been characterized (10). All molecular biology experiments performed by investigators blinded to rhythm outcome or mouse genotype (see Supplemental Methods for details).

#### RNA-Seq and molecular biology in left atrial mouse tissue.

Whole tissue left atrium samples from 6 pairs of 3-month-old WT and *Pitx2c^+/–^* mice were snap-frozen in liquid nitrogen and stored at –80°C.

#### Blood biomarkers.

BMP10 levels were quantified in ng/mL from EDTA plasma using a pre-commercial high-throughput assay on a cobas Elecsys platform (Roche Diagnostics) employing Elecsys Electro-ChemiLuminescence (ECL) technology. By calibrating with serial dilutions of recombinant BMP10, the instrument read-out was precisely normalized across runs to enable large cohort measurements with a high degree of accuracy. A total of 11 cardiovascular biomarkers that have been proposed as predictors of AF were quantified as well (angiopoietin 2; high-sensitivity C-reactive protein; cancer antigen 125; endothelial cell–specific molecule 1; FGF23; fatty acid binding protein 3; growth differentiation factor 15; insulin-like growth factor binding protein 7; IL-6; NTproBNP; high-sensitivity cardiac troponin T). All measurements were done by investigators blinded to clinical information and outcomes.

See Supplemental Methods for further technical details.

### Data analysis

#### RNA-Seq analysis.

RNA-Seq FASTQ files were aligned on HISAT2 (version 2.1.0) using Ensembl *Mus musculus* reference GRCm38.91 (51, 52). Aligned reads were counted using HTSeq version 0.9.1 (53). Required transformations through different RNA-Seq analysis steps were done using SAMtools version 1.4 (http://samtools.sourceforge.net/). Differential expression was obtained using DESeq2 in R. Ensembl IDs were transformed to gene symbols using BioTools (https://www.biotools.fr/) Data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE152181).

#### Statistics.

For molecular biology experiments, Mann-Whitney *U* test was used for all analyses looking at between-group comparisons and *t* test when direct comparisons were made to normalized data involving a single value. All data were tested for normality using a Shapiro-Wilk test. Box-and-whisker plots display the 1st–99th percentile, and *P* values are stated for statistically significant comparisons. For direct comparisons between 2 groups, median values along with Q1 and Q3 are stated in the text and figure legends. Biomarkers were tested for association with outcomes per quartile increase for comparability between biomarkers.

The baseline characteristics of patients with and without AF recurrence at 1 year follow-up in AFACT and MARK AF cohorts were compared. Only recurrences after 3 months after ablation were considered. Categorical variables were assessed using χ^2^ tests. Continuous variables were compared using independent-samples *t* tests or Mann-Whitney *U* tests as applicable after testing for normality using the Kolmogorov-Smirnov test. A 2-tailed *P* value less than 0.05 was considered to be statistically significant.

A logistic regression model was fitted with forward selection (entry criterion, *P* = 0.1) to identify parameters associated with increased odds of AF recurrence among the top 4 clinical predictors of recurrent AF after catheter ablation and quantified *PITX2/PITX2c* expression levels in whole atrial tissue or cardiomyocyte samples. Clinical predictors were identified from a systematic review (21). LASSO performed as sensitivity analyses as an alternative selection procedure. OR and 95% CIs were calculated for all selected variables.

A Cox regression model was applied using data from the AFLMU cohort, with *PITX2/PITX2c* being replaced by BMP10. BMP10 was also compared with 11 other cardiovascular biomarkers. All analyses were performed using SPSS v.24 (IBM Corp.). Authors had direct access to primary data from all the studies above for data analysis. All graphs were produced using GraphPad Prism8 software.

#### Study approval.

For human studies, all patients provided written informed consent, and studies were approved as follows: AFACT (NCT01091389) — The study conformed to the Declaration of Helsinki, and all patients provided written informed consent; MARK AF (NL50069.018.14) — All patients provided written informed consent, and the study was approved by the ethics committee of Amsterdam Medical Center; AFLMU — All patients provided written informed consent, and the study was approved by the Ethics Committee of LMU Munich (EK494-16). Experiments involving the use of murine tissue were performed under a protocol approved by the University of Birmingham Animal Welfare and Ethics Review Body guidelines (Home Office license PFDAAF77F).

## Author contributions

JSR designed, performed, and analyzed the experiments shown in Figures 2–5 and Figure 7; designed the study; and wrote the manuscript. WC designed, performed, and analyzed experiments shown in Figures 1, 6, and 7, Tables 1–3, Supplemental Figures 2–4, and Supplemental Tables 1–3; designed the study; and wrote the manuscript. VRC, AW, GVG, and MS performed and interpreted the RNA-Seq analyses. PMK performed biomarker quantification experiments. SNK prepared samples used for Figure 4. RW and JRDG provided AFACT and MARK AF samples and clinical data used in the study. MFS and SK provided AFLMU plasma samples and clinical data. APH and DP provided input into interpretation of the murine and biomarker data. LF and PK designed and coordinated the study and wrote the manuscript. All authors reviewed the results, contributed to the manuscript, and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

## Figures and Tables

**Figure 1:**
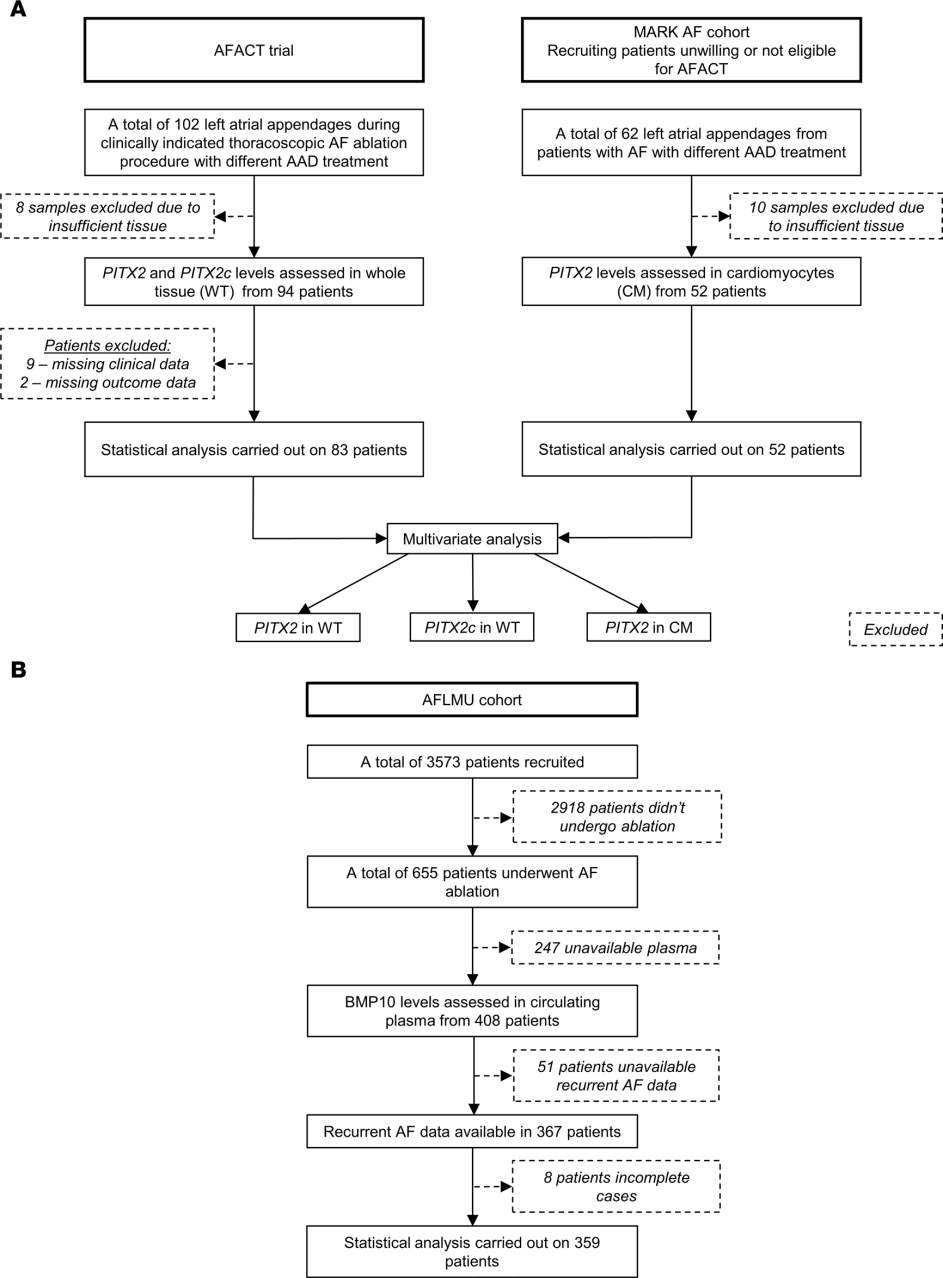
Flow diagram of patients included in the study, and analysis plan.

**Figure 2:**
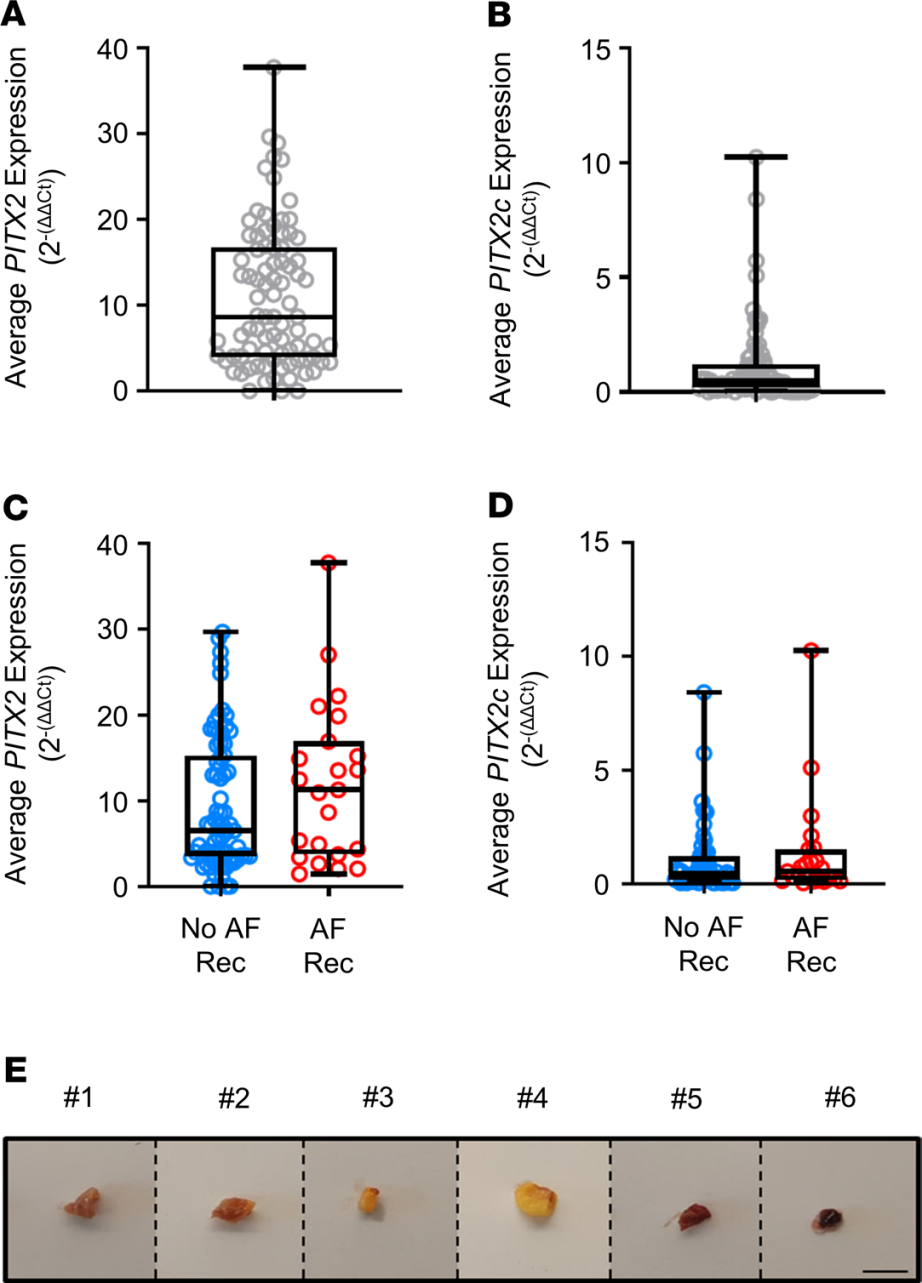
Expression of *PITX2* or *PITX2c* in whole left atrial tissue does not predict recurrent atrial fibrillation. Left atrial appendage samples were digested and assessed for levels of *PITX2* (**A**; *PITX2* median [Q1, Q3] 8.67 [3.90, 16.78]) and *PITX2c* (**B**; 0.47 [0.16, 1.20]) using qPCR. Results are expressed as an average normalized to 2 housekeeping genes (*GAPDH* and *POLR2A*) (*n* = 94). Expression levels of *PITX2* (**C**; *PITX2* No AF Rec 7.81 [3.96, 16.72]), Rec AF 11.28 [3.70, 16.96]; *P* = 0.704) and *PITX2c* (**D**; *PITX2c* No AF Rec 0.44 [0.18, 1.19], Rec AF 0.53 [0.16, 1.50]; *P* = 0.543) were stratified by clinical outcomes of having recurrent AF within 1 year after ablation surgery. AF Rec, patients with recurrent AF, *n* = 23; No AF Rec, patients without recurrent AF, *n* = 71. (**E**) Example biopsies of left atrial appendage tissue, highlighting tissue heterogeneity. Scale bar: 10 mm.

**Figure 3:**
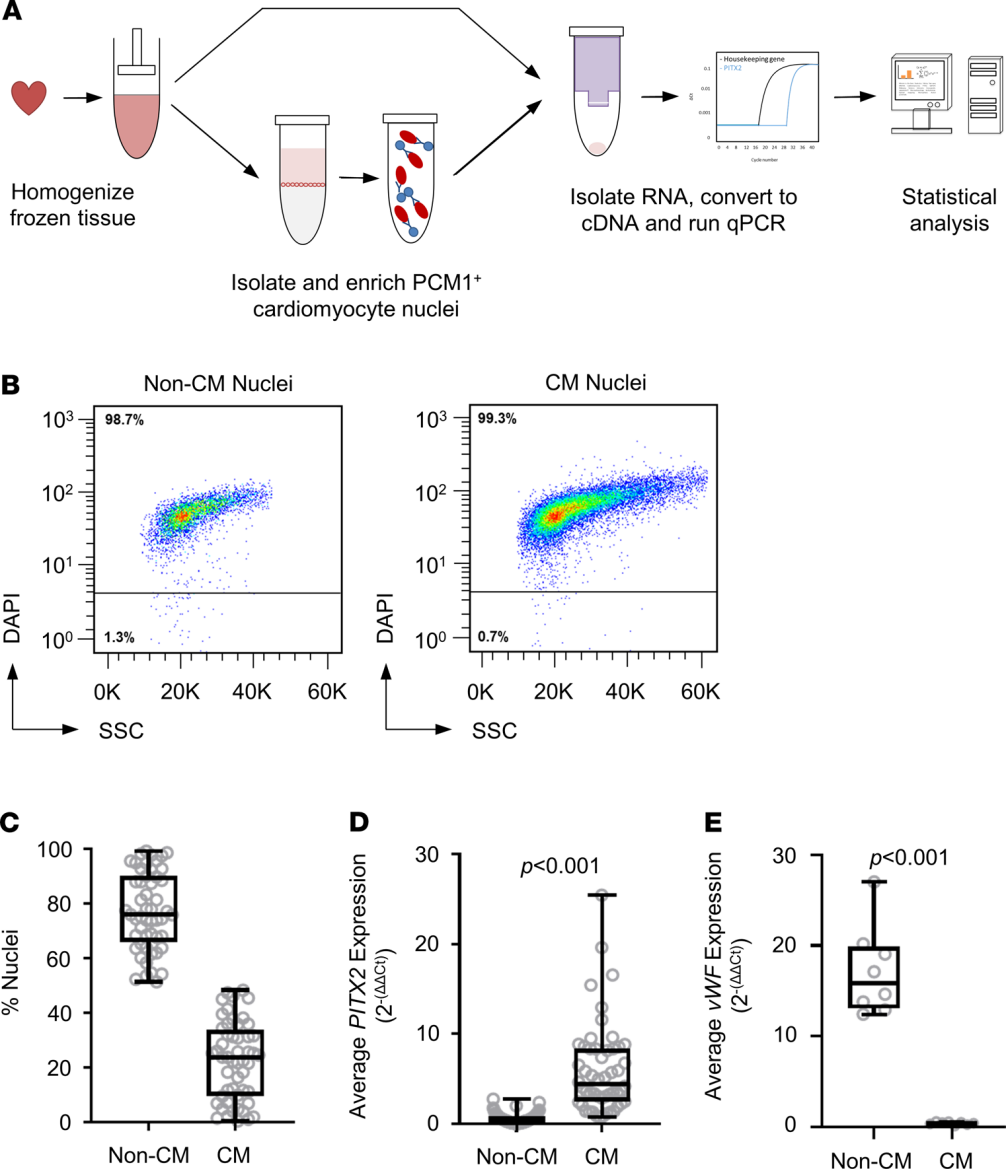
Assessing PITX2 levels in patient left atrial cardiomyocytes. (**A**) Overview of tissue processing and *PITX2* gene expression and analysis protocol. Nuclei were isolated from patient left atrial appendage samples, and cardiomyocytes (CM) were enriched using an anti-PCM1 antibody. Both PCM1-enriched (CM Nuclei) and -depleted (Non-CM Nuclei) fractions were harvested. (**B**) Quantity of nuclei was assessed by staining using DAPI and determined by flow cytometry. (**C**) The percentage of nuclei in either non-CM or CM fractions was calculated (Non-CM 76.09 [66.06, 90.22], CM 23.91 [9.78, 33.94]; *n* = 52). (**D**) Levels of *PITX2* (Non-CM 0.48 [0.19, 0.85], CM 4.43 [2.49, 8.39]; *P* < 0.001; *n* = 52) and (**E**) *vWF* (Non-CM 15.88 [13.12, 19.92], CM 0.44 [0.28, 0.58]; *P* < 0.001; *n* = 8) in both Non-CM and CM fractions were measured using qPCR. The results are expressed as an average normalized to 2 housekeeping genes (*GAPDH* and *POLR2A*). Statistical significance was calculated by using Mann-Whitney *U* test.

**Figure 4:**
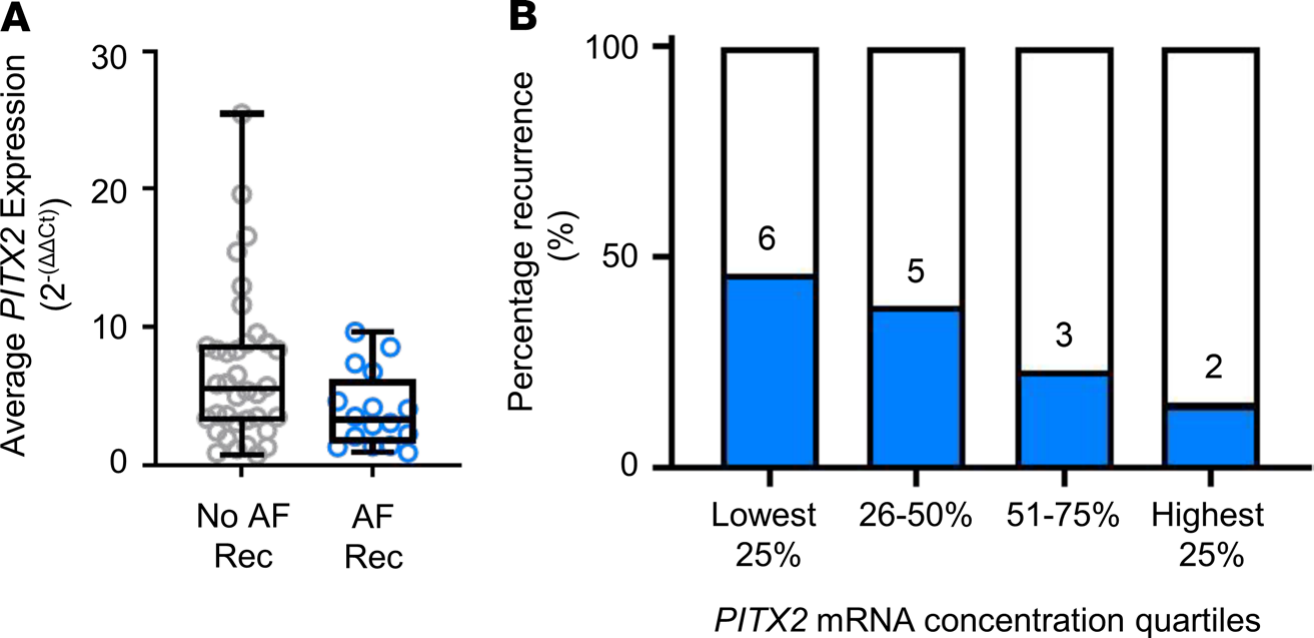
Reduced expression of *PITX2* in patient left atrial cardiomyocytes predicts recurrent atrial fibrillation. (**A**) Expression levels of *PITX2* in patient nuclei. Samples were stratified by AF recurrence at 1 year follow-up after ablation (No AF Rec 5.58 [3.16, 8.80], AF Rec 3.32 [1.60, 6.25]; *P* < 0.082. AF Rec, patients with recurrent AF within 1 year after ablation, *n* = 16; No AF Rec, patients without recurrent AF within 1 year after ablation, *n* = 36. (**B**) Stratification of *PITX2* mRNA concentrations from **A** into quartiles. The numbers of patients who experienced recurrent AF in the respective quartiles are shown.

**Figure 5:**
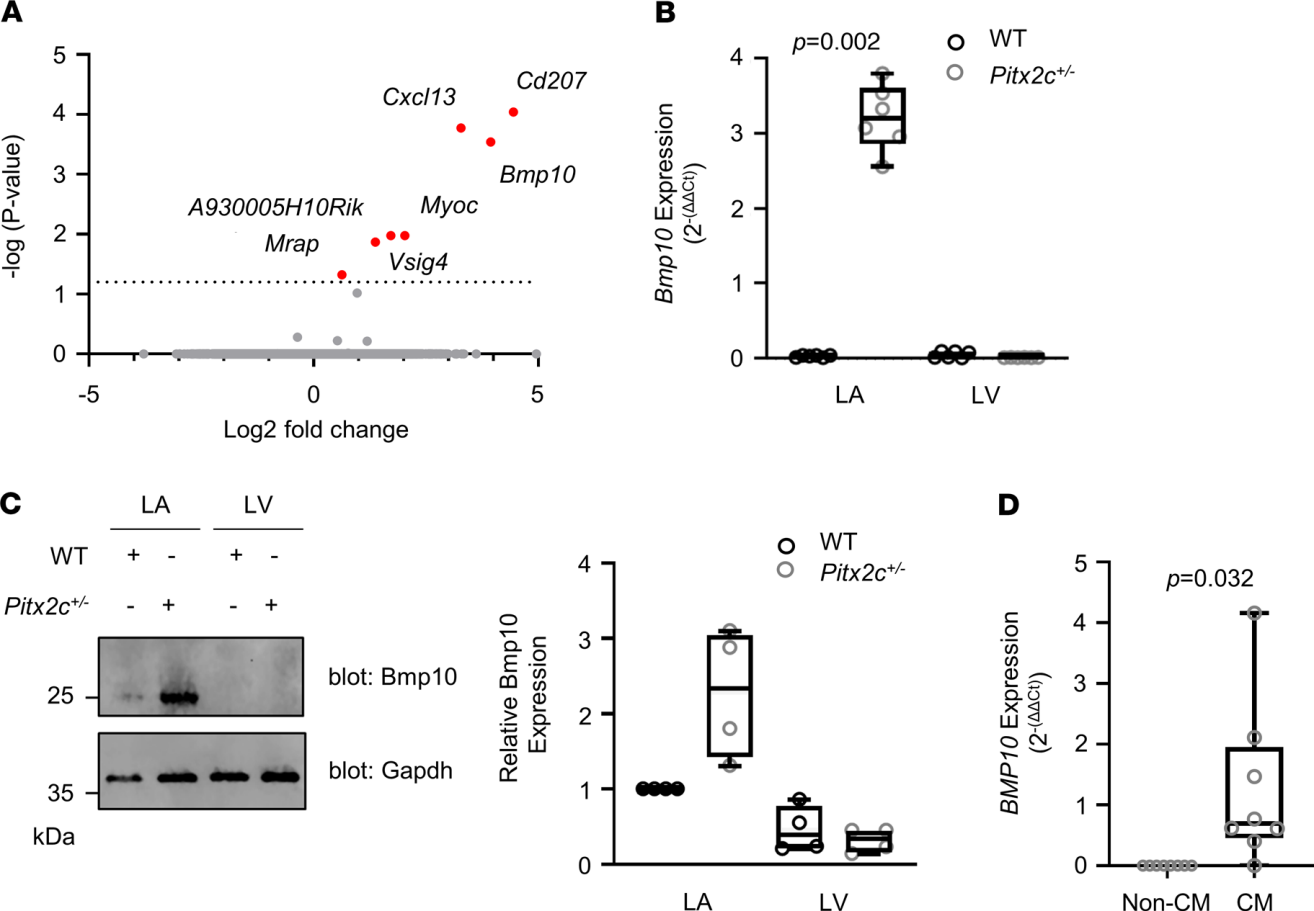
Bmp10 expression is increased following reduction of Pitx2. (**A**) RNA-Seq analysis of significantly upregulated genes in left atrial tissue from *Pitx2c^+/–^* mice (*n* = 3 mouse pairs). (**B**) *Bmp10* mRNA expression levels in the left atrium (LA) and left ventricle (LV) of WT and *Pitx2c^+/–^* mice, assessed by qPCR using *Gapdh* as a housekeeping gene (WT LA 0.03 [0.01, 0.04], *Pitx2c^+/–^* LA 3.20 [2.86, 3.60], *P* = 0.002; WT LV 0.05 [0.01, 0.09], *Pitx2c^+/–^* 0.01 [0.01, 0.02], *P* = 0.060; *n* = 6). Statistical significance was calculated using Mann-Whitney *U* test. (**C**) Protein expression of Bmp10 in the left atrium and left ventricle of WT and *Pixt2^+/–^* mice as assessed by Western blotting using Gapdh as a loading control (WT LA 1.00 [1.00, 1.00], *Pitx2c^+/–^* LA 2.34 [1.43, 3.05], *P* < 0.059; WT LV 0.40 [0.22, 0.78], *Pitx2c^+/–^* 0.34 [0.16, 0.45], *P* < 0.462; *n* = 4). (**D**) *BMP10* mRNA expression levels in human left atrial cardiomyocyte (CM) and non-cardiomyocyte (Non-CM) appendage samples assessed by qPCR using *GAPDH* as a housekeeping gene (Non-CM 0.00 [0.00, 0.00] CM 0.70 [0.45, 1.95]; *P* = 0.032, *n* = 8). Statistical significance was calculated using a 1-sample *t* test.

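Beyond the genes of Fig. 5A, lists of mesothelial, fibroblast, complement, and monocyte and dendritic cell genes had positive median log2 fold changes in the *Pitx2c+/-* group, and lists of desmosomal, calcium-handling, ion channel and fatty acid oxidation genes had negative ones. Camera called these lists with a preset correlation of 0.01, and called none with a correlation estimated from the data, where the smallest adjusted p was 0.367. They come from 38 gene lists fixed before the data were examined, of which 32 had at least 3 tested members and 18 were called with the preset correlation (12 higher, 6 lower, Benjamini-Hochberg adjustment over the 32 lists). With the filter on low counts, no member of any list passed edgeR's test over all genes in the 6 libraries. Without the filter, edgeR called 263 genes in the 6 libraries, among them *Upk3b* (adjusted p = 3.0e-07). With the filter and 1 library left out, 5 members passed edgeR's test over all genes as higher: *Bmp10*, *Kcna5*, *H2-Ab1* and *Cd74* without the library labelled *Pitx2c+/-* replicate 3, and *Upk3b* without *Pitx2c+/-* replicate 1 (log2 fold change 1.02, adjusted p = 0.0483). Single genes are given from these and from the members of smallest p in each list. DESeq2 called *Upk3b*, *Upk1b*, *Wt1*, *Gsn*, *Dpt*, *Dcn*, *Bgn*, *C4b*, *Cfh*, *Xirp1* and *Jph2* of those given here, in the directions below.

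All 9 mesothelial and epicardial genes, which mark the cells of the atrial surface, had a positive log2 fold change, with a median of 0.60 (camera adjusted p = 1.1e-06, and adjusted p = 0.367 with an estimated correlation). With the filter on low counts, none was called over all genes and 9 were higher when adjusted over the list alone. *Upk3b*, a uroplakin of mesothelium, was at 69.3 ± 3.34 CPM (SD, n = 3) in WT and 128 ± 26.5 CPM (SD, n = 3) in the *Pitx2c+/-* group, with a log2 fold change of 0.88 (standard error 0.14). The log2 fold change was 0.74 for *Upk1b* (standard error 0.15) and 0.80 for *Wt1*, a transcription factor of the epicardium (standard error 0.20). Of 10 fibroblast genes, 9 had a positive log2 fold change (median 0.43, camera adjusted p = 1.5e-05, and adjusted p = 0.367 with an estimated correlation), and 7 were higher when adjusted over the list alone. *Gsn*, which encodes gelsolin, was at 2720 ± 130 CPM (SD, n = 3) in WT and 4503 ± 816 CPM (SD, n = 3) in the *Pitx2c+/-* group, and the matrix proteins *Dpt* and *Dcn* had log2 fold changes of 0.45 (standard error 0.097) and 0.55 (standard error 0.12). Of 24 extracellular matrix genes, which share *Col1a1* and *Col1a2* with the fibroblast list, 22 had a positive log2 fold change and 4 were higher when adjusted over the list alone (median 0.20, camera adjusted p = 0.0031, and adjusted p = 0.449 with an estimated correlation). The matrix call was lost without *Pitx2c+/-* replicate 2 (median 0.046, adjusted p = 0.168), and the median was 0.37 without the library labelled *Pitx2c+/-* replicate 3. *Postn*, which encodes periostin, had a log2 fold change of 0.41 (standard error 0.084) and *Bgn*, which encodes biglycan, of 0.58 (standard error 0.12).

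All 11 tested complement genes, which share *Cfd* with the adipocyte list, had a positive log2 fold change and 8 were higher when adjusted over the list alone (median 0.63, camera adjusted p = 2.3e-06, and adjusted p = 0.367 with an estimated correlation). *C4b* had a log2 fold change of 0.73 (standard error 0.17) and *Cfh*, a regulator of complement, of 0.63 (standard error 0.15). Of 10 tested genes of monocytes and dendritic cells, 8 had a positive log2 fold change and 6 were higher when adjusted over the list alone (median 1.16, camera adjusted p = 6.7e-04, and adjusted p = 0.408 with an estimated correlation). *Ciita*, the regulator of MHC class II genes, had a log2 fold change of 0.97 (standard error 0.28). *H2-Ab1*, an MHC class II chain, was at 15.9 ± 1.42 CPM (SD, n = 3) in WT and at 30.9, 29.0 and 72.7 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3. Of 12 genes of resident macrophages, 10 had a positive log2 fold change (median 0.36, camera adjusted p = 0.013, and adjusted p = 0.367 with an estimated correlation). Adjusted over the list alone, 4 were higher and 1, *Mrc1*, was lower. Fry called this list (adjusted p = 0.034) and no other. *Lyve1* had a log2 fold change of 0.53 (standard error 0.13), *Adgre1* of 0.75 (standard error 0.21) and *Mrc1* of −0.31 (standard error 0.097). Without the library labelled *Pitx2c+/-* replicate 3, the medians were 0.44 for complement, 0.79 for monocyte and dendritic cell and 0.24 for resident macrophage genes. The log2 fold change of *Adgre1* was 0.45 without that library. That of *H2-Ab1*, 1.47 over all 3 mice per genotype, was 0.90 without that library and passed over all genes (adjusted p = 0.0285), as did *Cd74*, the invariant chain of MHC class II, at 0.84 (adjusted p = 0.0301).

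Of 18 genes of the desmosome and intercalated disc, which couple cardiomyocytes, 16 had a negative log2 fold change (median −0.35, camera adjusted p = 6.0e-05, and adjusted p = 0.408 with an estimated correlation), and 1, *Xirp1*, was lower when adjusted over the list alone. The median was −0.18 without WT replicate 2. *Xirp1* was at 203 ± 26.8 CPM (SD, n = 3) in WT and 140 ± 8.11 CPM (SD, n = 3) in the *Pitx2c+/-* group, and *Dsp*, which encodes desmoplakin, had a log2 fold change of −0.51 (standard error 0.17). Of 28 tested ion channel genes, 21 had a negative log2 fold change (median −0.25, camera adjusted p = 0.0015, and adjusted p = 0.408 with an estimated correlation). *Kcnj2*, an inward rectifier potassium channel, was at 33.4 ± 4.53 CPM (SD, n = 3) in WT and 24.5 ± 2.15 CPM (SD, n = 3) in the *Pitx2c+/-* group, and *Kcnd3* had a log2 fold change of −0.35 (standard error 0.13). Against the direction of the list, the potassium channel *Kcna5* was at 12.0 ± 1.33 CPM (SD, n = 3) in WT and at 22.8, 29.1 and 10.0 CPM in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3. Its log2 fold change was 0.79 (standard error 0.37, adjusted p = 0.513 from edgeR), 0.47 without *Pitx2c+/-* replicate 2, and 1.10 without the library labelled *Pitx2c+/-* replicate 3, where it was called higher (adjusted p = 0.0285). Of 21 calcium-handling genes, 16 had a negative log2 fold change (median −0.18, camera adjusted p = 0.0047, and adjusted p = 0.408 with an estimated correlation). Their median was −0.28 without *Pitx2c+/-* replicate 1. *Jph2*, which encodes junctophilin, had a log2 fold change of −0.45 (standard error 0.12), and *Casq2*, a calcium-binding protein of the sarcoplasmic reticulum, of −0.39 (standard error 0.13). Of 24 fatty acid oxidation genes, 23 had a negative log2 fold change (median −0.20, camera adjusted p = 1.5e-05, and adjusted p = 0.486 with an estimated correlation). The median was −0.31 without *Pitx2c+/-* replicate 1. *Acsl1* had a log2 fold change of −0.54 (standard error 0.20) and *Hadha* of −0.31 (standard error 0.14). Relative to the WT mean, *Pitx2c+/-* replicate 1 lay above WT replicate 1 in the ion channel list (medians −0.13 and −0.20) and the fatty acid oxidation list (−0.017 and −0.083). It lay close below WT replicate 1 in the desmosome list (−0.195 and −0.182) and the calcium-handling list (−0.076 and −0.067). With all 6 libraries, none of the channel, calcium or fatty acid oxidation genes passed when adjusted over its list alone.

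The 12 atrial cardiomyocyte genes were not called (median −0.079, camera adjusted p = 0.121) except without WT replicate 2 (median −0.14, adjusted p = 0.0237, and adjusted p = 0.494 with an estimated correlation), and the median was −0.13 without the library labelled *Pitx2c+/-* replicate 3, with *Gja5*, a gap junction gene, at a log2 fold change of −0.41 (standard error 0.14) and *Pam* at −0.27 (standard error 0.13). The 15 tested pacemaker genes were not called either (median 0.49, camera adjusted p = 0.0867), but were without *Pitx2c+/-* replicate 1 (median 0.71, adjusted p = 0.0351) or *Pitx2c+/-* replicate 2 (median 0.63, adjusted p = 0.0247). With an estimated correlation neither call was made (adjusted p = 0.642 and adjusted p = 0.601), and without the library labelled *Pitx2c+/-* replicate 3 the median was 0.045 (adjusted p = 0.686). Their median relative to the WT mean was 1.44 in the library labelled *Pitx2c+/-* replicate 3, 0.038 in *Pitx2c+/-* replicate 1 and −0.025 in *Pitx2c+/-* replicate 2. After *Shox2*, the members of smallest p were *Tbx18*, at a log2 fold change of 0.45 (standard error 0.17), and *Hcn1*, at −0.72 (standard error 0.31). Without the library labelled *Pitx2c+/-* replicate 3, *Tbx18* was at 0.25 and *Gja5* at −0.27, and *Hcn1* was at −1.15 without *Pitx2c+/-* replicate 1 and −0.46 without *Pitx2c+/-* replicate 2. *Ciita*, *Dsp*, *Kcnd3*, *Acsl1*, *Hadha*, *Gja5* and *Tbx18* share exonic sequence with a gene on the other strand. Adipocyte genes also differed between these libraries, at medians of 2.49, 1.64 and 0.18 in those labelled *Pitx2c+/-* replicates 1, 2 and 3 and 0.59, 1.41 and −2.04 in WT replicates 1, 2 and 3.

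**Figure D2:**
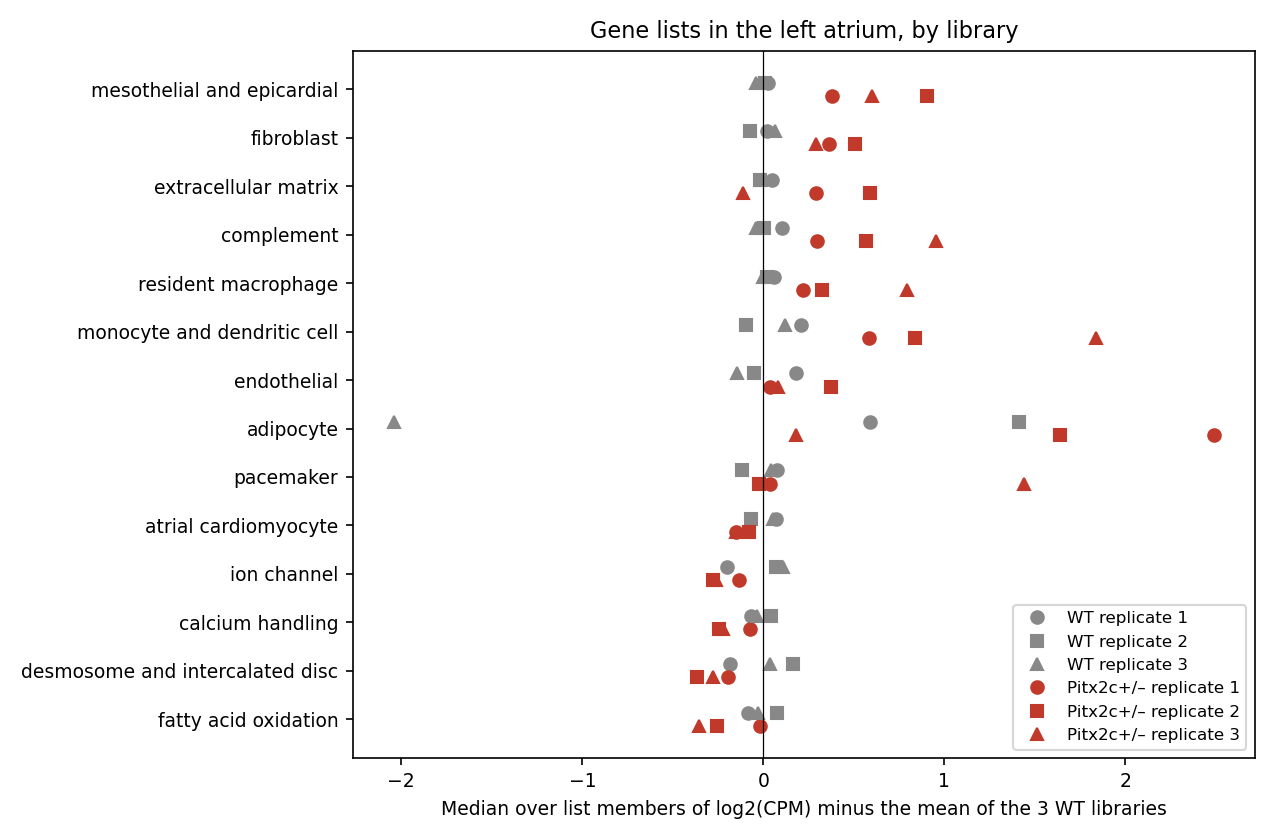
Median over the tested members of each gene list of log2 CPM minus the mean of the 3 WT libraries, with 1 point per left atrial library, gray for WT and red for the *Pitx2c+/-* group, and 1 symbol per replicate number. The mesothelial list lies at 0.38, 0.91 and 0.60 in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3 and between −0.038 and 0.026 in WT, and the pacemaker list at 1.44 in the library labelled *Pitx2c+/-* replicate 3.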

**Figure 6:**
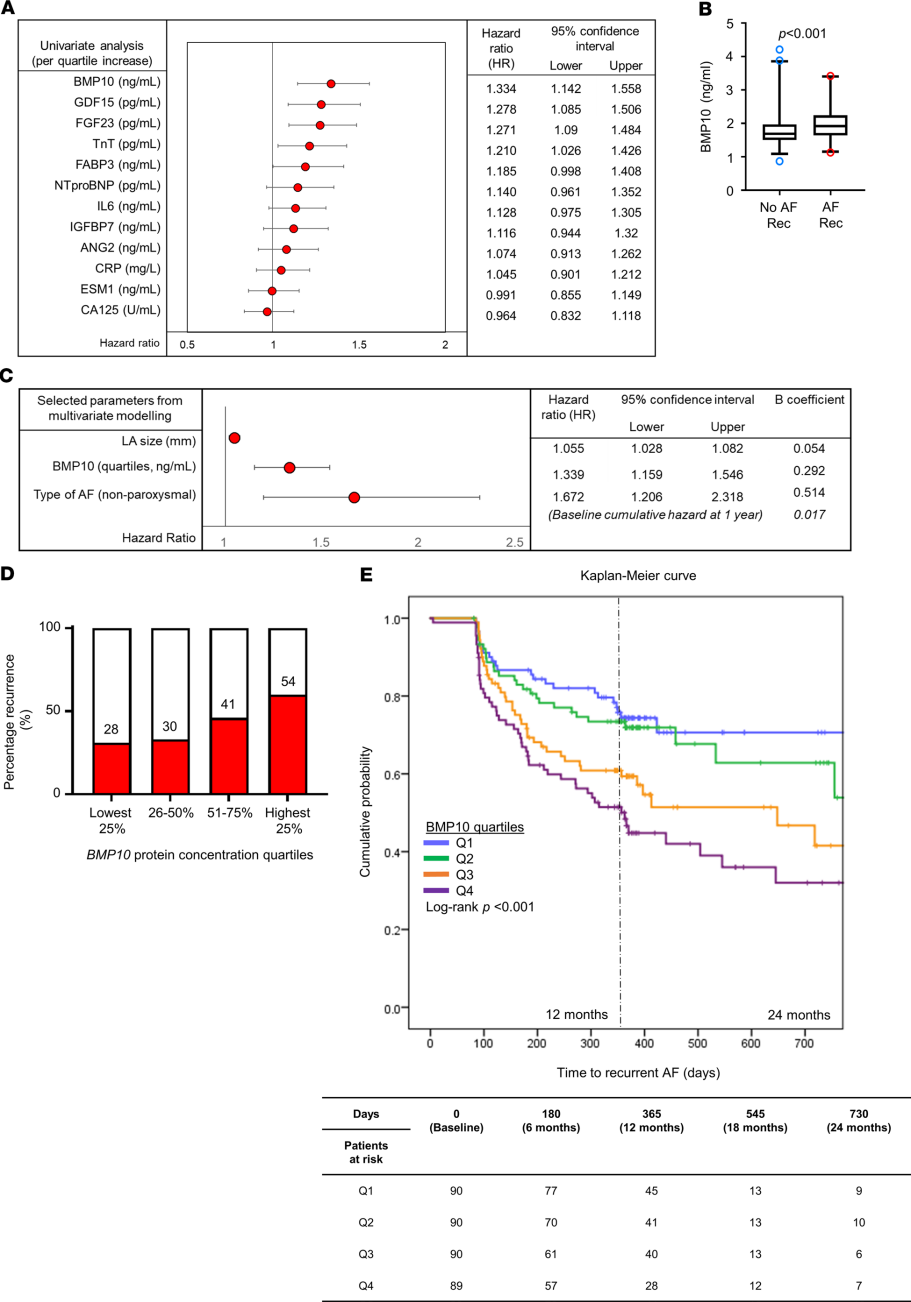
Increased BMP10 predicts recurrent atrial fibrillation in 359 patients after catheter ablation. (**A**) By univariate analysis, BMP10 confers the highest relative risk for recurrent AF among 11 other common cardiovascular biomarkers after adjustment for age, sex, type of AF, and left atrial diameter. (**B**) BMP10 levels are significantly elevated in patients with recurrent AF. (**C**) In multivariate analysis, increased left atrial (LA) size, nonparoxysmal type of AF, and elevated BMP10 predict recurrent AF. (**D**) When patients were stratified into quartiles based on BMP10 concentration, the largest proportion of patients with recurrent AF were in the highest BMP10 quartile. The numbers of patients that experienced recurrent AF in the respective quartiles are shown. (**E**) Stratification of patients by BMP10 quartiles corresponds with their rhythm outcome up to 2 years follow-up, with the worst outcomes in patients in the highest quartile (Q4). ANG2, angiopoietin 2; CRP, high-sensitivity C-reactive protein; CA125, cancer antigen 125; ESM1, endothelial cell–specific molecule 1; FABP3, fatty acid binding protein 3; GDF15, growth differentiation factor 15; IGFBP7, insulin like growth factor binding protein 7; TnT, high-sensitivity cardiac troponin T.

**Figure 7:**
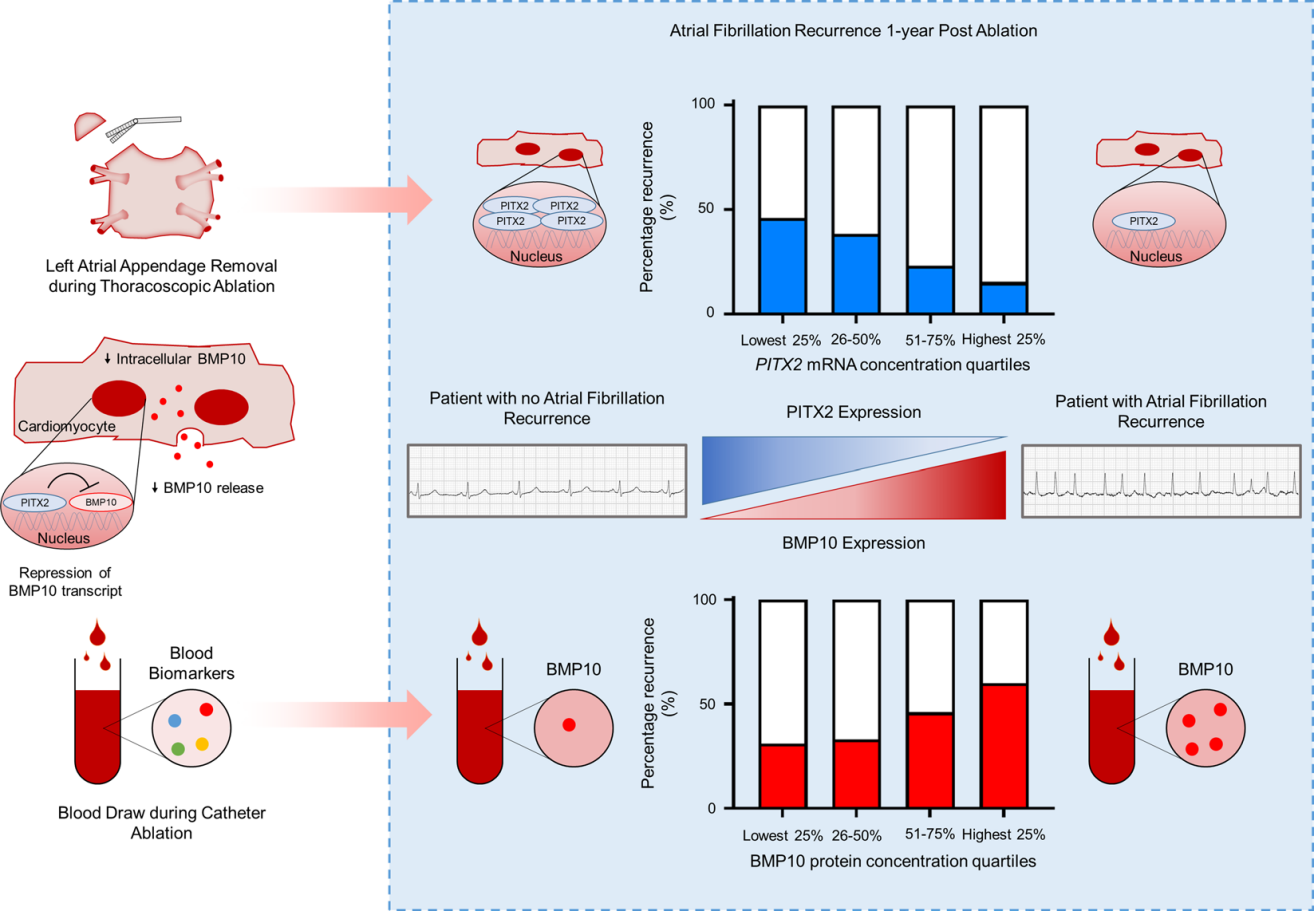
Correlation of low left atrial cardiomyocyte *PITX2* mRNA and elevated BMP10 protein concentrations with recurrent AF after ablation. Our data show that left atrial cardiomyocyte *PITX2* mRNA concentrations, measured in left atrial appendages excised after thoracoscopic AF ablation, are a strong predictor of recurrent AF after AF ablation. Based on molecular biology analyses, we postulate that PITX2 represses production of the left atrial protein BMP10 that is secreted into blood. Indeed, elevated concentrations of BMP10 in peripheral blood were found to predict recurrent AF after AF ablation. These data call for validation in independent cohorts.

**Table 3:**
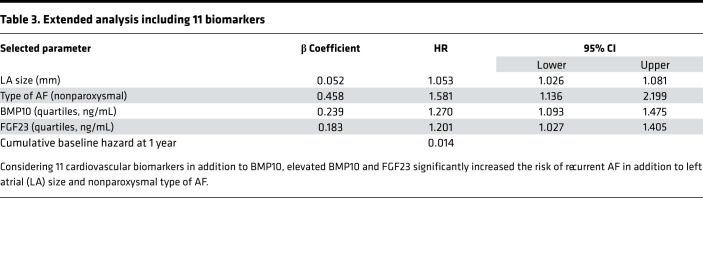
Extended analysis including 11 biomarkers

**Table 2:**
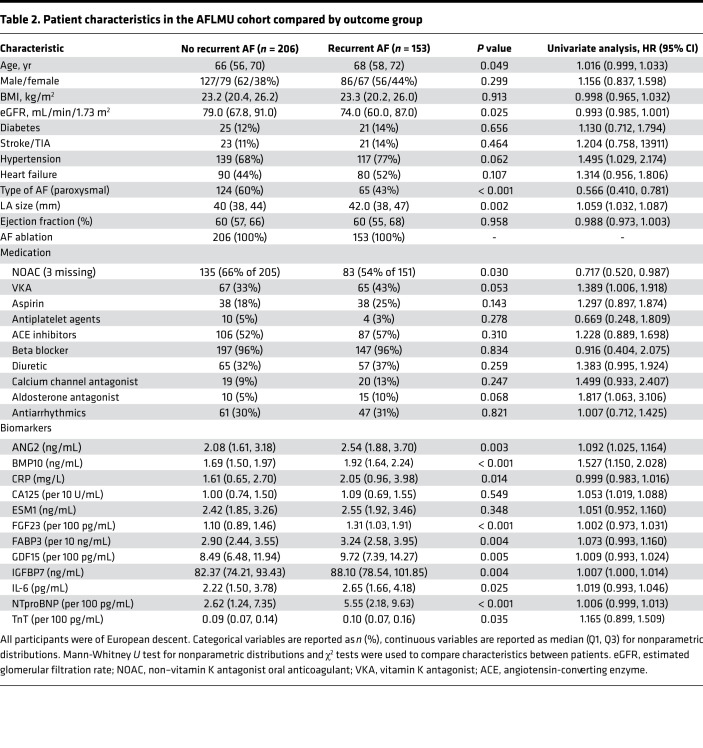
Patient characteristics in the AFLMU cohort compared by outcome group

**Table 1:**
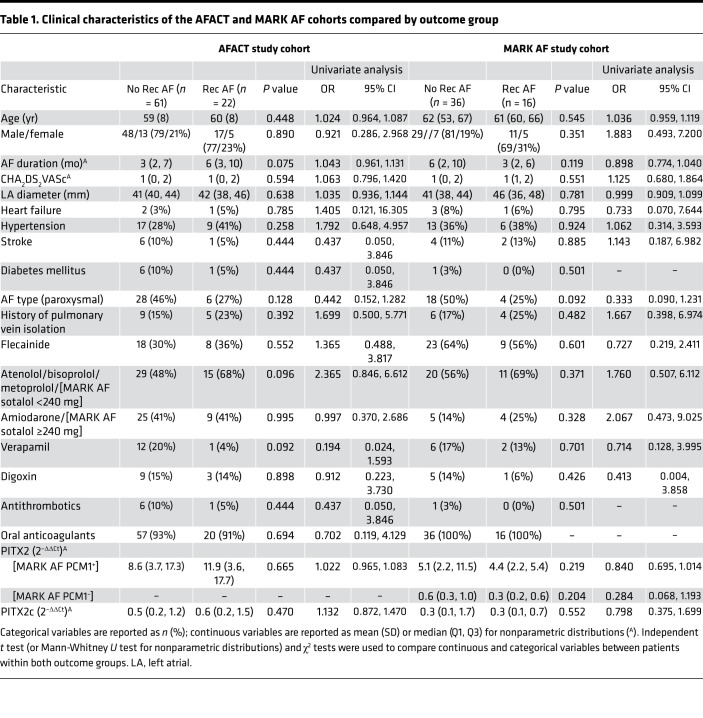
Clinical characteristics of the AFACT and MARK AF cohorts compared by outcome group

## Version 1 08/20/2020

Electronic publication

# Supplementary material for: Reduced left atrial cardiomyocyte PITX2 and elevated circulating BMP10 predict atrial fibrillation after ablation
**Source:** JCI Insight. 2020 Aug 20;5(16):e139179. doi: 10.1172/jci.insight.139179
**Supplement:** Supplemental data

Reduced left atrial cardiomyocyte PITX2 and elevated circulating BMP10 predict atrial fibrillation after ablation

Jasmeet S. Reyat^{1*}, Winnie Chua^{1*}, Victor R. Cardoso^{1,2}, Anika Witten³, Peter M Kastner⁴, S. Nashitha Kabir¹, Moritz F. Sinner^{5,6}, Robin Wesselink⁷, Andrew P. Holmes¹, Davor Pavlovic¹, Monika Stoll^{3,8}, Stefan Kääh^{5,9}, Georgios V. Gkoutos^{1,2,10}, Joris R. de Groot⁷, Paulus Kirchhof^{1,9,11,12}, Larissa Fabritz^{1,9,11}

Supplemental Material

Extended Methods

Tissue processing and RNA isolation. Left atrial appendage tissue samples were digested using a previously described protocol (1). Briefly, whole tissue samples (30-50mg) were homogenized in Buffer RLT (Qiagen, Germany) using a Precellys® 24 tissue homogenizer (Berlin Instruments, Germany). Whole tissue left atrial and left ventricle tissue samples from wild type (WT) or *Pitx2c*^{+/-} were homogenized similarly. For isolation of cardiomyocytes, a pericentriolar material-1 (PCM1) enrichment protocol was utilized (2). Tissue (≥200mg) was initially homogenized in HB Buffer (0.25M sucrose, 25mM KCl, 5mM MgCl₂, 20mM Tricine-KOH pH 7.8) containing protease inhibitors (Roche, Switzerland), Spermine (Sigma-Aldrich, USA), Spermidine trihydrochloride (Sigma-Aldrich) and RNasin (Promega, USA). The tissue homogenate was then layered onto a gradient of OptiPREP (Sigma-Aldrich) and centrifuged at 10,000 x g. Nuclei were transferred into Eppendorf tubes containing Dynabeads (Sigma-Aldrich) conjugated to an anti-PCM1 antibody (HPA023370, Sigma-Aldrich) and incubated at 4°C. The samples were magnetically sorted into PCM1 enriched and depleted fractions. RNA was isolated from either whole tissue or nuclei using the RNeasy Micro Kit (Qiagen, Germany) according to the manufacturer's instructions. RNA concentrations were measured with the NanoDrop ND-100 (Thermo Scientific, USA) and stored at -80°C until use.

Quantification of nuclei. A sample of the purified nuclei was used to quantitate the number and viability of the nuclei by flow cytometry. Briefly, nuclei samples were spun down at 300 x g and resuspended in FACS buffer (0.03% BSA and 0.01% NaN₃ in PBS) containing an antibody to DAPI (Thermo Scientific, USA). Samples were kept on ice for 30 minutes before being washed twice using FACS buffer and subsequently processed on a CyAn ADP flow

cytometer (Dako, the Netherlands). Data analysis was carried out using FlowJo software (FlowJo, USA).

cDNA conversion and qPCR. 1 µg of isolated RNA was converted to cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA) according to the manufacturer's instructions using standard cycling conditions. The reaction was run in a Sensquest Labcycler (Geneflow, UK) at 25°C for 10 minutes, 37°C for 120 minutes, 85°C for 5 minutes with a 4°C hold temperature. Synthesized cDNA was stored at -20°C until further use. For the qPCR reaction, a master mix solution consisting of 10 µl TaqMan® Universal Primer MasterMix (Thermo Scientific), 1 µl of primer (*PITX2* – Hs0434069_mH, *PITX2c* – Hs01553178_g1, *BMP10* – Hs00205566_m1, *vWF* – Hs01109446_m1, *GAPDH* – Hs99999905_m1, *POLR2A* – Hs00172187_m1, *Bmp10* – Ms01183889_m1, *Gapdh* – Mm99999915_g1) and 2 µl of cDNA at a concentration of 5 ng/ml was prepared. The qPCR was performed using the 7500 Real-Time PCR system (Thermo Scientific) that had been calibrated to detect FAM fluorescent probes using standard cycling parameters. For human samples, the absolute expression levels of genes relative to *GAPDH* and *POLR2A* were calculated using the $\Delta\Delta C_t$ method (3). Where undetectable levels of gene expression were observed, the lowest detectable expression value was used. Similarly, for assessing gene expression in murine samples, the $\Delta\Delta C_t$ method was applied using *GAPDH* as a housekeeping gene.

Murine tissue processing for RNA-Seq. Tissue samples were immediately snap-frozen for digestion and RNA extraction. Quality controlled total RNA with a RNA Integrity Number (RIN) >7 was measured using an Agilent Bioanalyzer. After quantification using a Qubit RNA Assay Kit (Life Technologies), RNA was enriched for the Poly(A) RNA fraction by using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). Subsequent Next Generation Sequencing cDNA library preparation was carried out using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) according to the manufacturer's instructions. 

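This kit makes double-stranded cDNA without marking which strand was the RNA, so reads of 2 genes that overlap on opposite strands cannot be told apart. Among *Pitx2*, *Gapdh* and the 7 genes the paper names from RNA-Seq, *Myoc* shares exonic sequence with *Myocos*, *A930005H10Rik* with *Dph5* and *Gapdh* with *Iffo1*. *Pitx2* overlaps *Gm27195* but shares no exon with it, and *Bmp10*, *Cd207*, *Cxcl13*, *Vsig4* and *Mrap* overlap no other annotated gene. Selection of poly(A) RNA leaves out transcripts without a poly(A) tail. *Gapdh*, the housekeeping gene of the paper's qPCR, has many processed pseudogene copies, and its counts here, 87 to 291 per library, are uncertain where reads that match several places are not counted.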

The size of the resulting library was checked (Agilent Bioanalyzer High Sensitivity DNA Analysis Kit) and quantified by qPCR (NEBNext Library quant Kit for Illumina, NEB). Equimolar pooled libraries were sequenced in single read mode (80 cycles) on a NextSeq500 machine (Illumina) and v2 chemistry. De-multiplexing was performed using Bcl2Fastq v2.20.4.422 tool (Illumina) followed by adaptor trimming. In addition, a quality control check using Cutadapt was used.

Western blotting. Whole tissue left atrial and left ventricle tissue samples from WT or *Pitx2c*^{+/-} were homogenized in 100 µl homogenization buffer (1.2% Tris-HCL in dH₂O) containing protease and phosphatase inhibitors (Thermo Scientific, USA) using a Precellys® 24 tissue homogenizer (Berlin Instruments, Germany). Protein concentration was calculated

using a BCA assay (DC Protein Assay Kit, Bio-Rad, USA) and a total of 20µg of lysate was resolved on a 4-20% Tris-Glycine SDS-Page gel (Bio-Rad, USA). The gel was transferred using a TransBlot® Turbo™ Mini PVDF Transfer Pack (Bio-Rad, USA) and the membrane was blocked in Odyssey Blocking Buffer (LI-COR, UK). The membrane was incubated overnight at 4°C with Mouse anti-BMP10 (#462732, R&D systems, UK) and Rabbit anti-GAPDH (14C10, Cell Signaling, The Netherlands) antibodies diluted in 3% BSA in TBST. The membrane was then incubated with fluorescent Mouse800 and Rabbit680 LI-COR secondary antibodies (LI-COR, UK) before being imaged using the LI-COR Fc Dual-Mode Imaging System (LI-COR, UK). Protein expression was quantified using the LI-COR Image Studio Lite Software (LI-COR, UK) and reported as relative expression to GAPDH.

Biomarker quantification. Absolute protein concentrations were centrally quantified (Roche Diagnostics, Penzberg, Germany) in EDTA plasma. Seven proteins, CA125, Growth Differentiation Factor-15 (GDF-15), Interleukin-6 (IL-6), N-terminal pro B-type natriuretic peptide (NT-proBNP), cardiac Troponin T (cTnT), Creatinine and Cardiac C-Reactive Protein (CRP), were measured with commercialised commercially available Roche Eleimmunoassays analysers (in-vitro diagnostic tests (test names) on a cobas Elecsys® e 601 analyser (for CA125 II, GDF-15, IL-6, NT-proBNP II, Troponin T hs) and ; cobas c 501 for Crea-E (creatinine and, CRPHS; Roche Diagnostics, Mannheim, Germany). A further six proteins, Angiopoietin-2 (ANG2), Bone Morphogenetic Protein 10 (BMP10), Endothelial Specific Molecule 1 (ESM-1), Heart Fatty Acid Binding Protein (FABP-3), Fibroblast Growth Factor 23 (FGF23), and Insulin-like Growth Factor-binding Protein 7 (IGFBP7) were quantified using developed pre-commercial high-throughput Elecsys® immunoassays (Roche Diagnostics, Mannheim, Germany). These sandwich-immunoassays were developed by applying monoclonal antibodies specifically screened for detection of the respective target. For all biomarkers, the identical plasma sample per blood draw was measured blinded without clinical information being available to laboratory personnel.

Extended Analysis

Sensitivity analyses:

LASSO for data reduction: We used LASSO (least absolute shrinkage and selection operator) to determine the best combination of candidate predictors where forward selection was applied to provide an alternative method for variable selection. In all instances, the LASSO algorithm (Matlab 2019a, The Mathworks Inc, Natick, MA, USA) was applied with 5-fold cross-validation to remove redundant predictors. In the sparsest model, the variables where regularisation had penalised the coefficients by shrinking them to 0 were excluded from the

models and remaining variables with non-zero coefficients were selected (Supplemental Table 1).

Logistic regression: The four clinical characteristics (age, sex, type of AF, LA diameter) and BMP10 were modelled in a logistic regression with forward selection (probability for model entry $p = 0.05$, removal $p = 0.10$; outcome = recurrence or no recurrence). The best combination of variables for achieving a significant prediction for recurrent AF consisted of (in order of entry) BMP10, left atrial size, and type of AF (Supplemental Table 2A). This model had an area under the ROC curve (AUC) of 0.688 (95% confidence intervals 0.632, 0.743).

We extended this analysis by considering 11 biomarkers available for this cohort in addition to BMP10 (ANG2, CRP, CA125, ESM1, FGF23, FABP3, GDF15, IGFBP7, IL6, NTproBNP, TnT) in a logistic regression with forward selection. The best combination of variables remained the same as with the Cox regression –BMP10, left atrial size, type of AF, and FGF23 (Supplemental Table 2B).

Additive value of BMP10: We compared models quantified with all 4 clinical characteristics with and without BMP10, and evaluated the additive value of BMP10 (Supplemental Table 3). BMP10 was a significant predictor of recurrent AF in the presence of other variables (HR 1.334, 95%CI 1.142, 1.558). The AUC of the model increased marginally with the addition of BMP10 (Supplemental Figure 4).

123 **Supplemental Figure 1. Uncropped western blots.** Western blots are shown for BMP10
 124 blotting (A) and GAPDH blotting (B) of left atrial (LA) and left ventricle (LV) samples from WT
 125 and *Pitx2c*^{+/-} mice. The dashed red box corresponds to the cropped bands used in Figure
 126 5C.

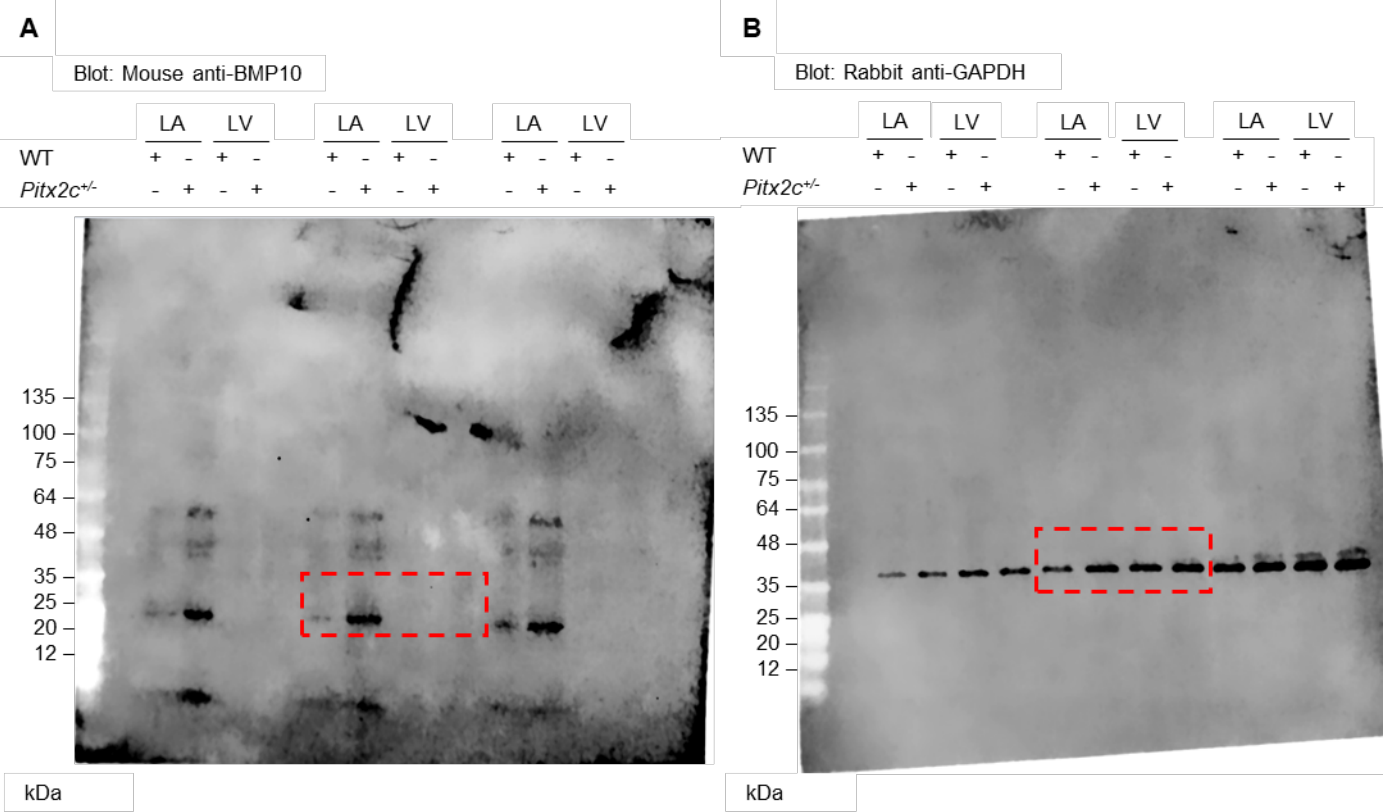

Supplemental Figure 2. Bootstrapping analysis. The multivariate model was corrected for over-optimism by bootstrapping. The bias corrected hazard ratio and confidence intervals were very similar to the fitted model, indicating little to no overfitting. LA, left atrial; BMP10, bone morphogenetic protein 10.

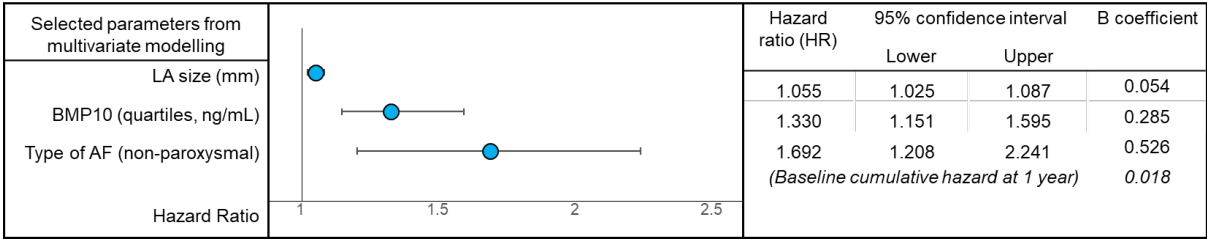

Supplemental Figure 3. Additional biomarker quantification. Of 12 biomarkers tested, BMP10, FGF23, NTproBNP, FABP3, and GDF15 were the 5 significantly different biomarkers in distinguishing patients with and without recurrent AF. BMP10, FGF23, and to a lesser degree, GDF15, showed a systematic increase of recurrence events by increasing quartiles of biomarkers, indicating their usefulness for risk-stratifying patients. The numbers of patients that experienced recurrent AF in the respective quartiles are shown.

ANG2, angiotensinogen 2; BMP10, bone morphogenetic protein 10; CRP, high-sensitivity C-reactive protein; CA125, cancer antigen 125; ESM1, endothelial cell specific molecule 1; FGF23, fibroblast growth factor 23; FABP3, fatty acid binding protein 3; GDF15, growth differentiation factor 15; IGFBP7, insulin like growth factor binding protein 7; IL6, interleukin 6; NTproBNP, N-terminal pro-B-type natriuretic peptide; TnT, high-sensitivity cardiac troponin T.

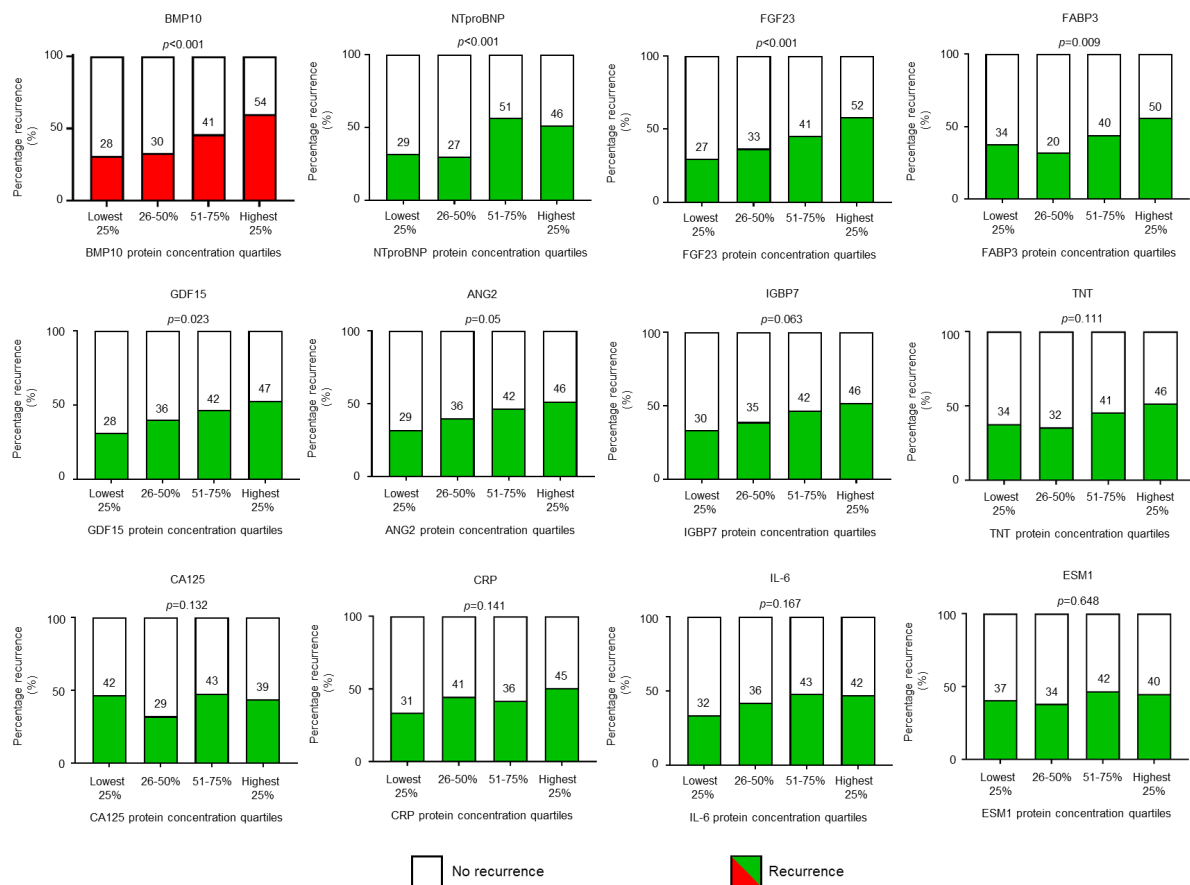

149 **Supplemental Figure 4. Model performance comparison.** Area under the ROC (receiver
150 operating characteristic) curve (AUC) and corresponding 95% confidence intervals (CI) of
151 models with and without BMP10. The addition of BMP10 marginally improved the AUC from
152 0.659 to 0.688.

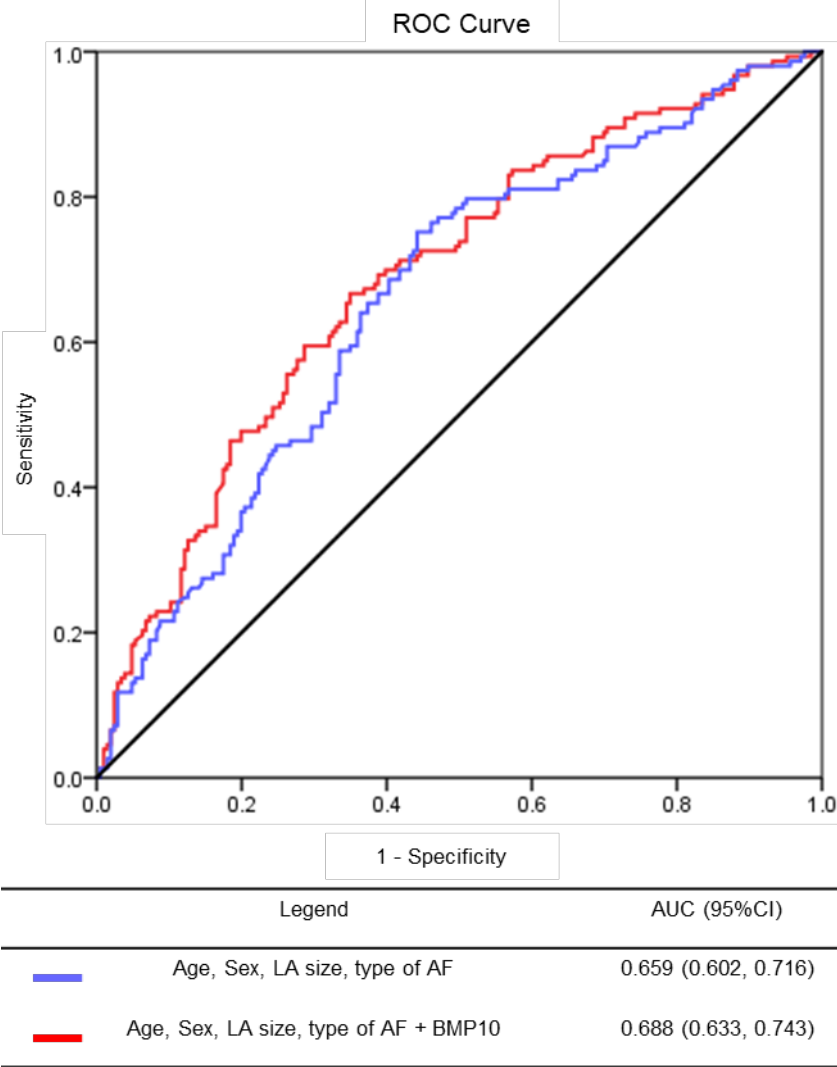

153

Supplemental Table 1. LASSO for feature selection. Candidate predictors for model fitting identified using the LASSO (least absolute shrinkage and selection operator) algorithm with 5-fold cross-validation. Selected predictors are those in green with non-zero coefficients. The predictor in orange represents the last coefficient (and its corresponding value) to be shrunk to 0. Predictors are same as those selected using forward selection.

Candidate predictors	Coefficient Lambda		
	Clinical predictors + PITX2	Clinical predictors + BMP10	Model with all biomarkers
Age	0	0	0
Sex	0	0	0
Type of AF	0	0.0437	0.0551
Left atrial size	0	0.0051	0.0059
PITX2	-0.2791		
BMP10		0.0591	0.0659
ANG2			0
CRP			0
CA125			0
ESM1			0
FGF23			0
FABP3			0
GDF15			0
IGFBP7			0
IL6			0
NTproBNP			0
TnT			0

Supplemental Table 2. Logistic regression sensitivity analysis.

A

Selected parameter	B coefficient	Hazard ratio<br>(HR)	95% confidence interval	
			Lower	Upper
BMP10 (quartiles, ng/mL)	0.392	1.479	1.209	1.810
LA size (mm)	0.062	1.064	1.024	1.106
Type of AF (non-paroxysmal)	0.602	1.827	1.173	2.844

B

Selected parameter	B coefficient	Hazard ratio<br>(HR)	95% confidence interval	
			Lower	Upper
BMP10 (quartiles, ng/mL)	0.322	1.380	1.116	1.706
LA size (mm)	0.058	1.060	1.020	1.101
Type of AF (non-paroxysmal)	0.539	1.715	1.095	2.687
FGF23 (quartiles, ng/mL)	0.226	1.334	1.142	1.558

Supplemental Table 3. Model outcomes without (a) and with (b) the inclusion of BMP10.
Note that BMP10 is significantly associated with recurrent AF.

A

Selected parameter	B coefficient	Odds ratio<br>(OR)	95% confidence interval	
			Lower	Upper
Age (years)	0.001	1.001	0.975	1.028
Sex (female)	-2.276	0.103	0.005	2.151
Age*Sex (interaction)	0.039	1.040	0.993	1.089
LA size (mm)	0.064	1.066	1.026	1.108
Type of AF (non-paroxysmal)	0.676	1.966	1.269	3.046
Constant	-3.513	0.030	-	-

B

Selected parameter	B coefficient	Odds ratio<br>(OR)	95% confidence interval	
			Lower	Upper
Age (years)	-0.005	0.995	0.968	1.023
Sex (female)	-2.516	0.081	0.004	1.766
Age*Sex (interaction)	0.041	1.041	0.994	1.091
LA size (mm)	0.061	1.063	1.023	1.104
Type of AF (non-paroxysmal)	0.609	1.839	1.180	2.867
BMP10 (ng/mL)	0.605	1.832	1.073	3.129
Constant	-4.010	0.018	-	-

References:

1. Syeda F, Holmes AP, Yu TY, Tull S, Kuhlmann SM, Pavlovic D, et al. PITX2 Modulates Atrial Membrane Potential and the Antiarrhythmic Effects of Sodium-Channel Blockers. *Journal of the American College of Cardiology*. 2016;68(17):1881-94.
2. Li L, Tao G, Hill MC, Zhang M, Morikawa Y, and Martin JF. Pitx2 maintains mitochondrial function during regeneration to prevent myocardial fat deposition. *Development*. 2018;145(18).
3. Pfaffl MW. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res*. 2001;29(9):e45.

How the deposited data were processed for this re-analysis (not part of the article)

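RNA-Seq was carried out on whole left atria of 6 mice at 12 weeks of age, 3 WT and 3 *Pitx2c+/-*, and these are the samples of the RNA-Seq comparison of Fig. 5A. The human samples and the mouse qPCR and Western blots were not analysed here. Each library was mapped to its genotype and replicate number from the submitters' labels. The paper describes 3 paired mice, and neither its text nor the labels say that mice with the same replicate number form a pair, so the comparison takes the mice as unpaired and the replicate number enters as a block in an alternative.

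The deposited values are raw counts of reads per gene, with 1 table per library. The authors enriched poly(A) RNA, prepared libraries with a kit that does not mark strand, and sequenced single reads. The submitters' processing notes name bcl2fastq 2.20.4.422 and cutadapt. The authors then aligned the reads with HISAT2 2.1.0 to GRCm38 with Ensembl release 91, used SAMtools 1.4, and counted with HTSeq 0.9.1. The paper names DESeq2 for its comparison. Its text gives no model formula or filter for it. No threshold is given beyond the 2-tailed *P* value under 0.05 that its Statistics section takes as significant in the paragraph on the patient cohorts. Each table also holds 5 tally lines that name no gene and stayed out of library sizes and tests. Of everything tallied, counts over genes made up 59.2% to 62.8% per library (median 60.8%), alignments to more than 1 place 25.5% to 28.7%, ambiguous reads 4.29% to 4.73%, reads over no gene 3.94% to 4.84%, unaligned reads 3.21% to 3.43% and reads of low quality 0%. The tally of alignments to more than 1 place can count a read more than once, so these shares are not shares of reads.

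Gene symbols and coordinates come from the GENCODE mouse release 21 annotation of GRCm38, in which 191 of the 53465 gene IDs had no symbol. Tests used edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Genes were filtered by edgeR's filterByExpr on genotype, which left 15258, and libraries were scaled by TMM, with factors of 0.970 to 1.05. Genotypes were compared by the robust quasi-likelihood test, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors given with edgeR's log2 fold changes are not an output of its test. Each is the absolute log2 fold change divided by the square root of the test's F statistic, and is approximate. CPM values are relative to the TMM-scaled library size, at which 3 counts correspond to 0.130 to 0.185 CPM per library. Single genes were also compared by an exact 2-sided permutation test of CPM, for which 3 mice against 3 cannot give a p under 0.1. Ratios of a single library to the WT libraries together carry a 95% exact binomial interval, and a gene with 0 counts in the WT group was set against a floor of 3 counts over the group. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

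The 38 gene lists cover biology that the study discusses, markers of cell types that a whole left atrium could hold, and quality groups. They were tested by camera on log2 CPM with a prior count of 2, with a preset correlation of 0.01 and again with an estimated one, and by fry. The 32 lists with at least 3 tested members were adjusted together. The rule for named genes, also set before the data were examined, took the genes the study names, the genes of its plasma biomarkers, the 10 highest and 10 lowest genes past the threshold (none passed), up to 4 members of smallest p in each list and the sex-linked genes. In each list that is a biological theme or was called, the 3 members of smallest p were recomputed under every alternative, and the text takes its examples from these in order of p, with the members that passed over all genes when a library was left out; this narrower rule was set after the values were seen.

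Alternatives were DESeq2's size factors in edgeR, scaling by total count alone, no filter on low counts, at least 10 counts in every library, DESeq2 with its defaults and with a prior on fold changes, limma-voom, the replicate number as a block in edgeR, DESeq2 and camera, an adjusted p of 0.1, and leaving out each library in turn. The filter was rerun each time a library was left out, so the tested genes and list members could differ. A sex term was not run, since all 6 mice had the male pattern of sex-linked genes. Limma-voom with quality weights per library, edgeR without the robust option, DESeq2 without the library labelled *Pitx2c+/-* replicate 3, camera with total-count scaling, and camera with an estimated correlation without each library in turn were added after seeing the data.

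The tests were tested on simulated counts for the comparison of *Pitx2c+/-* with WT, 3 libraries each, drawn for the 15258 genes with 200 of them changed. At 2-fold, edgeR and DESeq2 each recovered 75% of the changed genes and limma-voom 70%. At 4-fold, edgeR and DESeq2 each recovered 90% and limma-voom 88%. Calls among unchanged genes numbered 12 for edgeR, 34 for DESeq2 and 12 for limma-voom. A simulated 2-fold rise of the resident macrophage list came back as a median log2 fold change of 0.93, with 1 other list called. The simulated genes were drawn independently, without correlation between genes and without a library set apart from the others. The real libraries differ in both, so these rates need not hold for them.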

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

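The gene lists and the count of splits were set before the data were examined; the tests of the other explanations in this part, with their thresholds, were chosen after the values they bear on were seen, as was the choice of lists given here (called by camera, with every *Pitx2c+/-* library above every WT library).

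In the library labelled *Pitx2c+/-* replicate 3, *Pitx2* was nearly absent, *Bmp10* was at its highest, and the pacemaker list lay at a median of 1.44 above the WT mean (log2), a signal the paper does not report. The highest WT *Bmp10* CPM was 2.51% of the lowest in the *Pitx2c+/-* group. The study chose *Bmp10* as a top gene under these same labels, so this gap does not exclude a swap with a WT library. Right atrial tissue in place of left atrium stays open: the pacemaker median of this library was 1.36 above the next highest (log2), with *Hcn4* at 20.8 CPM against at most 2.42 CPM in the other libraries, and 11 of 15 tested pacemaker genes were highest there (genes singled out after their values were seen). The paper's Introduction places *Pitx2* of the adult heart mainly in the left atrium and *Bmp10* in the right. Low *Pitx2* and high *Bmp10* in this library therefore also go with right atrial tissue. A stronger loss of *Pitx2* in a left atrium could give the same values and stays open, untested, since no right atrial library is analysed here. The paper's qPCR and Western blots run toward more *Bmp10* in *Pitx2c+/-* left atria, which does not settle this label.

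*Cd207*, *Cxcl13*, *Myoc* and *Vsig4* were higher in every library of the *Pitx2c+/-* group than in every WT library. RNA or tissue like that of the library labelled *Pitx2c+/-* replicate 3 in the other *Pitx2c+/-* libraries would raise all genes by 1 share, but their excess over WT was 7.54% to 20.3% of that library's, against 0.912% and 1.26% for *Bmp10*. The lowest of these 4 genes' shares was 5.96 times the highest share of *Bmp10*, which argues against 1 uniform share of such RNA as the only source of the 4 genes. Tissue that holds these genes in another ratio stays open, and the study chose the 4 genes on these same mice. For *Bmp10* in the other *Pitx2c+/-* libraries a trace of such RNA stays open, although the paper's qPCR also found more *Bmp10* in *Pitx2c+/-* left atria. More resident macrophages would raise their markers with *Vsig4*. The list's median plus 1 SD of its members was 0.776 (log2), against 3.89 for *Vsig4* (2.62 without the library labelled *Pitx2c+/-* replicate 3). The study chose *Vsig4* as a top gene on these same mice, so this gap does not exclude more macrophages. It does not bear on *Cd207*, *Cxcl13* or *Myoc*. An effect of the genotype on the 4 genes remains a hypothesis, since it was found and tested on the same 6 libraries.

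The mesothelial, fibroblast, complement, resident macrophage, and monocyte and dendritic cell lists, outside the genes the study discusses and chosen because they lay above WT in every library of the *Pitx2c+/-* group, had median log2 fold changes of 0.60, 0.43, 0.63, 0.36 and 1.16 in that order, and none was called with an estimated correlation (adjusted p = 0.367 to adjusted p = 0.408). Without the library labelled *Pitx2c+/-* replicate 3 the medians were 0.62, 0.44, 0.44, 0.24 and 0.79 in the same order. A lower share of cardiomyocytes would raise other cell types. Mesothelial and endothelial genes moved apart (exact permutation test of their log2 fold changes across genes, p = 7.7e-05). Both lists had positive medians, at 0.60 and 0.18. That p treats the genes of a list as independent and does not measure the spread between mice. The mesothelial list was also chosen on its values, so a lower share of cardiomyocytes stays open. More fat in the *Pitx2c+/-* samples stays open: the adipocyte list had a median log2 fold change of 1.52 (1.00 without *Pitx2c+/-* replicate 1 and 0.41 without WT replicate 3), with no call at an estimated correlation (adjusted p = 0.617), and its medians overlapped between the genotypes, with the lowest in the *Pitx2c+/-* group minus the highest in WT at −1.23. The 10 splits of the 6 libraries are too few for a share under 0.05: the real split gave 18 called lists (1 split with as many, itself) and the highest other 16. A different amount of surface tissue taken with the atrium, and an effect of the genotype, stay open and untested.

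Without the library labelled *Pitx2c+/-* replicate 3, 14 genes that the study does not name were called higher in the other 2 *Pitx2c+/-* left atria by edgeR, and in the same comparison camera with the preset correlation called the adipocyte list (adjusted p = 0.0026) and the brown adipocyte list (median log2 fold change 2.58, adjusted p = 1.6e-06) higher. With an estimated correlation it called neither there (adjusted p = 0.535 and adjusted p = 0.324). Of the 5 brown adipocyte genes, 4 were tested in that comparison and 1 with all 6 libraries, and most of their summed counts came from *Pitx2c+/-* replicate 1, with 1241 against 271 in *Pitx2c+/-* replicate 2 and 131, 77 and 74 in WT replicates 1, 2 and 3.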

How the results depend on the processing

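Limma-voom with quality weights, edgeR without the robust option, DESeq2 without the library labelled *Pitx2c+/-* replicate 3, camera with total-count scaling, and camera with an estimated correlation without each library were chosen after seeing the data, and the other alternatives before. Genes changed numbered 0 in the edgeR test, and stayed at 0 with DESeq2's size factors, total-count scaling, at least 10 counts in every library, limma-voom with and without quality weights, no robust option, and an adjusted p of 0.1. They numbered 263 without a filter, 161 by DESeq2, 153 by DESeq2 with a prior, 101 by DESeq2 without the library labelled *Pitx2c+/-* replicate 3, and 0 to 19 when each library was left out (19 without the library labelled *Pitx2c+/-* replicate 3, 5 without *Pitx2c+/-* replicate 1). Of the study's 7 genes, edgeR called 0, no filter 1, DESeq2 4, DESeq2 without the library labelled *Pitx2c+/-* replicate 3 5, and leaving out each library 0 to 5. All 10 splits of the libraries called at least the real 0 genes and 0 of the 7, with at most 1 gene and 0 of the 7 in another split, and 10 splits are too few for a share under 0.05. At an unadjusted p under 0.05 the real split gave 1544 genes and the highest other 1971.

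*Bmp10* stayed positive in each of 18 alternatives, at 0.12 (the prior shrinks it) to 11.94, with adjusted p from 1.5e-62 to 0.926. It passed without the library labelled *Pitx2c+/-* replicate 3 (leave-one-out 6.40 to 11.94), by DESeq2 without the library labelled *Pitx2c+/-* replicate 3 (6.43) and, with all 6 libraries, by DESeq2 with the replicate block (7.82, adjusted p = 9.2e-04). *Pitx2* stayed negative without a call in 18 alternatives, at −1.76 to −0.017. With at least 10 counts in every library, *Bmp10*, *Pitx2*, *Cd207*, *Cxcl13* and *Vsig4* gave no value.

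The paper describes paired mice without saying that the replicate numbers mark the pairs, and the counts did not show that they do: deviations from the group means correlated at −0.044, −0.014 and 0.31 for numbers 1, 2 and 3, and only number 3 matched its own number best. With the replicate block, edgeR called 1 gene (*Cxcl13*, 1 of the 7, adjusted p = 0.00878), DESeq2 called 103 (5 of the 7, *Bmp10* at 7.82), and camera 18 lists as without it.

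Lists called numbered 18, with 0 by an estimated correlation, with all libraries or without any 1 of them (smallest adjusted p = 0.209), and 1 by fry, and 14 to 19 under the others. Over single lists, 576 alternatives gave 355 with direction and call kept, 167 weaker, 6 stronger and 48 reversed. Medians ranged across 0 when libraries were left out: −0.27 to 0.12 for B cell, −0.023 to 0.32 for Schwann cell and neuron, −0.0013 to 0.080 for atrial transcription factor, −0.069 to 0.11 for cardiac stress, −0.29 to 0.40 for circadian clock, −0.17 to 1.01 for erythrocyte, −0.16 to 0.050 for oxidative phosphorylation, −0.15 to 0.38 for plasma biomarker, −0.14 to 0.22 for sex-linked and −0.60 to 0.19 for skeletal muscle genes. The choice of correlation leaves a median as it is, so these turned with either: cardiac stress was at 0.077, skeletal muscle at 0.041, sex-linked at −0.086 and circadian clock at −0.25 without the library labelled *Pitx2c+/-* replicate 3. Without *Pitx2c+/-* replicate 1, cardiac stress was at 8.7e-04 and sex-linked at −0.070, and without *Pitx2c+/-* replicate 2 cardiac stress was at 0.087 and plasma biomarker at −0.12. Without WT replicates 1, 2 and 3, skeletal muscle was at 0.18, 0.19 and 0.16. Cardiac stress was at 0.076 without WT replicate 2, and without WT replicate 3 atrial transcription factor was at −6.4e-04 and erythrocyte at −3.7e-04. Cardiac stress also turned to 0.084 without a filter and 0.029 with total-count scaling. The filter was rerun for each leave-out, so a median could also move because the tested members of its list changed. Over single genes, 1587 alternatives gave 1472 kept, 98 stronger and 17 reversed. Leaving out a library moved *Gapdh* from −0.40 to 0.29, *Angpt2* from −0.13 to 0.41, *Polr2a* from −0.085 to 0.085, *Tnnt2* from −0.17 to 0.069 and *Mcpt4* from −0.24 to 1.09. *Polr2a* was −6.0e-04 without a filter, −8.9e-04 by DESeq2, −7.9e-04 with its prior, −0.074 with quality weights and −0.058 by DESeq2 without the library labelled *Pitx2c+/-* replicate 3. *Tnnt2* was 0.0025 with total-count scaling, 0.11 with quality weights and 0.064 by DESeq2 without the library labelled *Pitx2c+/-* replicate 3, where *Mcpt4* was −0.25. Where not stated, the cause was not tested. Depth limits genes such as *Cxcl13*, with 3 WT counts in all.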

Differences from the paper's values

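The paper names 7 genes as differentially increased, and 0 of them passed here in edgeR at an adjusted p under 0.05. The paper's Statistics section takes a 2-tailed *P* value under 0.05 as significant, in its paragraph on the patient cohorts. Its text does not say whether that threshold, or an adjusted value, was used for DESeq2. Among the alternatives set before the data were examined, DESeq2 with the replicate block and edgeR without the library labelled *Pitx2c+/-* replicate 3 each called 5 of the 7 (*Cd207*, *Bmp10*, *Cxcl13*, *Myoc* and *Vsig4*), within 1.5 times of the paper's number, and the others did not come that near. DESeq2 called 4 of them (*Cd207*, *Cxcl13*, *Myoc* and *Vsig4*), edgeR without a filter called 1 (*Mrap*), edgeR with the replicate block 1 (*Cxcl13*), and the rest none. DESeq2 without the library labelled *Pitx2c+/-* replicate 3, chosen after seeing the values, called the same 5 by name and left out *A930005H10Rik* and *Mrap*. No setting called *A930005H10Rik*. All 7 had a positive log2 fold change here, the direction the paper gives.

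For *Cd207*, the paper's log2 fold change is about 4.4 in Fig. 5A, read by eye, and the lower bound here was 7.07. The bound lay above the paper's value under every scaling and with each library left out (5.48 without the library labelled *Pitx2c+/-* replicate 3). For *Bmp10* the paper's is about 3.9 in Fig. 5A, read by eye, and the value here was 11.37. Limma-voom came within its standard error of 4.88 at 8.67, and the other alternatives set before the data were examined did not. Limma-voom with quality weights, chosen after seeing the values, also came within its standard error of 3.89 at 7.47, and it called 0 of the paper's 7 genes. For *Cxcl13* the paper's is about 3.3 in Fig. 5A, read by eye, and the value here was 7.62, with no alternative that met it. For *A930005H10Rik* the paper's is about 1.4 in Fig. 5A, read by eye, and the value here was 0.46, with no alternative that met it. For *Mrap* the paper's is about 0.6 in Fig. 5A, read by eye, and the value here was 0.79. For *Mrap*, edgeR without a filter (0.78), DESeq2 (0.78), DESeq2 with a prior (0.55), DESeq2 with the replicate block (0.77), and edgeR without WT replicate 1 (0.75), *Pitx2c+/-* replicate 1 (0.68) or WT replicate 3 (0.73) came within 1 standard error, and the other alternatives did not. The values here are above the paper's for *Cd207*, *Bmp10*, *Cxcl13* and *Mrap* and below it for *A930005H10Rik*, so no change of log base brings them together.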

Other observations

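Adipocyte genes had a positive log2 fold change in the *Pitx2c+/-* group for 9 of 10 members (median 1.52, camera adjusted p = 0.035, and adjusted p = 0.617 with an estimated correlation), and the call was lost without WT replicate 1 (adjusted p = 0.0652), *Pitx2c+/-* replicate 1 (median 1.00, adjusted p = 0.479) or WT replicate 3 (median 0.41, adjusted p = 0.248). *Lep*, which encodes leptin, had 81, 18 and 17 counts in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3 and 10, 15 and 0 in WT replicates 1, 2 and 3, and *Adipoq* had a log2 fold change of 2.23 (standard error 1.06) that was 1.34 without *Pitx2c+/-* replicate 1. The 5 brown adipocyte genes, of which 1 was tested, had 1241, 271 and 171 summed counts in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3 and 131, 77 and 74 in WT replicates 1, 2 and 3. All 8 tested proliferation genes had a positive log2 fold change (median 0.65, camera adjusted p = 7.7e-04, and adjusted p = 0.408 with an estimated correlation), and the median was 0.99 without *Pitx2c+/-* replicate 1 and 0.40 without *Pitx2c+/-* replicate 2. *Cdk1* was at 0.591 ± 0.370 CPM (SD, n = 3) in WT and 1.44 ± 0.323 CPM (SD, n = 3) in the *Pitx2c+/-* group. Mast cell genes had a median of 0.60 (camera adjusted p = 0.025, and adjusted p = 0.408 with an estimated correlation), and the call was lost without *Pitx2c+/-* replicate 2 (adjusted p = 0.134) or the library labelled *Pitx2c+/-* replicate 3 (adjusted p = 0.0694). Their median was 0.93 without *Pitx2c+/-* replicate 1 and 0.99 without WT replicate 2. *Hdc*, the enzyme that makes histamine, was at 1.52 ± 0.268 CPM (SD, n = 3) in WT and 4.37 ± 1.29 CPM (SD, n = 3), and it alone was higher when adjusted over the list alone.

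Endothelial genes had a median of 0.18 (camera adjusted p = 0.024, and adjusted p = 0.609 with an estimated correlation), smooth muscle and pericyte genes of 0.23 (adjusted p = 0.033, and adjusted p = 0.408 with an estimated correlation) and interferon response genes of 0.24 (adjusted p = 0.043, and adjusted p = 0.617 with an estimated correlation). Each of these calls was lost without *Pitx2c+/-* replicate 2, at adjusted p = 0.329, adjusted p = 0.118 and adjusted p = 0.621, and without WT replicate 3, at adjusted p = 0.248, adjusted p = 0.0832 and adjusted p = 0.105. Without *Pitx2c+/-* replicate 2 the medians were 0.095 for endothelial, 0.11 for smooth muscle and pericyte and 0.045 for interferon response genes, and without WT replicate 3 that for endothelial genes was 0.082. The smooth muscle call was also lost without *Pitx2c+/-* replicate 1 (adjusted p = 0.139) or WT replicate 2 (adjusted p = 0.0515), and the interferon call without WT replicate 2 (median 0.091, adjusted p = 0.277). The interferon median was 0.36 without WT replicate 1 and 0.43 without *Pitx2c+/-* replicate 1. *Emcn* had a log2 fold change of 0.31 (standard error 0.12), *Vwf* of 0.53 (standard error 0.24), *Cnn1* of 2.12 (standard error 0.71), *Acta2* of 0.97 (standard error 0.35) and *Ifi44* of 0.61 (standard error 0.32). Without the library labelled *Pitx2c+/-* replicate 3, *Emcn* was at 0.20, *Vwf* at 0.26 and *Cnn1* at 1.37, and without WT replicate 1 *Ifi44* was at 0.96. Of 41 oxidative phosphorylation genes, 37 had a negative log2 fold change (median −0.085, camera adjusted p = 0.024, and adjusted p = 0.745 with an estimated correlation), with *Sdha* at −0.21 (standard error 0.13, and −0.14 without the library labelled *Pitx2c+/-* replicate 3). The call was lost without WT replicate 1 (median −0.020, adjusted p = 0.746) or the library labelled *Pitx2c+/-* replicate 3, where the median was 0.050 (adjusted p = 0.416). The median was −0.15 without *Pitx2c+/-* replicate 1, −0.16 without *Pitx2c+/-* replicate 2 and −0.13 without WT replicate 3. Immediate early genes had a median of −0.34 (camera adjusted p = 0.037, and adjusted p = 0.617 with an estimated correlation), with *Atf3* at −0.94 (standard error 0.25), and the call was lost without WT replicate 1 (adjusted p = 0.101), *Pitx2c+/-* replicate 1 (median −0.19, adjusted p = 0.432), WT replicate 3 (median −0.14, adjusted p = 0.415) or the library labelled *Pitx2c+/-* replicate 3 (median −0.22, adjusted p = 0.126). Their median was −0.53 without *Pitx2c+/-* replicate 2.

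Of these genes DESeq2 called *Hdc* and *Atf3*. The other lists were not called (camera adjusted p from 0.225 to 0.866), at medians of 0.31 for ventricular cardiomyocyte, −0.13 for lymphatic endothelial, −0.037 for cardiac stress, −0.25 for B cell, 0.12 for Schwann cell and neuron, −0.60 for skeletal muscle, 0.30 for erythrocyte and 0.024 for circadian clock genes. Schwann cell and neuron genes were called without *Pitx2c+/-* replicate 2 (median 0.32, adjusted p = 0.0491) and erythrocyte genes without the library labelled *Pitx2c+/-* replicate 3 (median 1.01, adjusted p = 0.0135), and neither with an estimated correlation (adjusted p = 0.601 and adjusted p = 0.535). Leaving out a library moved each of these medians by over 1.5 times. The filter was rerun each time, so the tested members could change with the library. Skeletal muscle had 4 tested members with all libraries and 5 without the library labelled *Pitx2c+/-* replicate 3. B cell had 3 and 4, and cardiac stress 10 and 11. Such medians compare different gene sets. Ventricular cardiomyocyte genes were at 0.19 without WT replicate 1 and 0.10 without the library labelled *Pitx2c+/-* replicate 3. Lymphatic endothelial genes were at −0.21 without *Pitx2c+/-* replicate 1, −0.073 without WT replicate 2, −0.20 without WT replicate 3 and −0.082 without the library labelled *Pitx2c+/-* replicate 3. Cardiac stress genes turned positive without any library but WT replicate 3, where they were at −0.069. B cell genes were at −0.092 without WT replicate 3 and 0.12 without the library labelled *Pitx2c+/-* replicate 3, and Schwann cell and neuron genes at 0.25 without WT replicate 1, 0.21 without WT replicate 2 and −0.023 without the library labelled *Pitx2c+/-* replicate 3. Skeletal muscle genes were at 0.18, 0.19 and 0.16 without WT replicates 1, 2 and 3, −0.044 without *Pitx2c+/-* replicate 1 and 0.041 without the library labelled *Pitx2c+/-* replicate 3. Erythrocyte genes were at 0.77, 0.14 and −3.7e-04 without WT replicates 1, 2 and 3, −0.17 without *Pitx2c+/-* replicate 1 and 0.11 without *Pitx2c+/-* replicate 2. Circadian clock genes were at −0.29, 0.0063 and 0.40 without WT replicates 1, 2 and 3 and at 0.13, 0.12 and −0.25 without those labelled *Pitx2c+/-* replicates 1, 2 and 3. Of the cardiac stress genes, *Timp1* and *Mt2* were higher when adjusted over the list alone, as was *Lyve1* of the lymphatic endothelial genes. Cardiac stress genes had a positive mean of 0.13 beside their negative median, and the circadian clock test pointed down while its median was positive. Too few members were tested for 6 lists. Summed counts in WT replicates 1, 2 and 3 and then in the libraries labelled *Pitx2c+/-* replicates 1, 2 and 3 were 25, 15, 19, 28, 27 and 57 for T and NK cell, 386, 74, 117, 206, 43 and 18 for lymphoid stroma, 50, 23, 25, 35, 50 and 45 for neutrophil, 11, 7, 11, 9, 20 and 16 for lung epithelium, and 0, 0, 1, 1, 1 and 2 for thymocyte genes. Of the genes the study uses as references or marks cells with, *Gapdh*, whose reads can be shared with pseudogene copies, had a log2 fold change of −0.13 (standard error 0.31), *Polr2a* of 0.015 (standard error 0.10) and *Pcm1* of −0.16 (standard error 0.16), and all moved when a library was left out. *Gapdh* was at −0.21 without WT replicate 1, −0.40 without WT replicate 2 and 0.29 without WT replicate 3. *Polr2a* was at −0.085 without WT replicate 1, −0.060 without the library labelled *Pitx2c+/-* replicate 3 and 0.026 to 0.085 without any of the others. *Pcm1* was at −0.34 without WT replicate 1, −0.0087 without WT replicate 2, −0.064 without *Pitx2c+/-* replicate 2 and −0.25 without the library labelled *Pitx2c+/-* replicate 3.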
